# Inactivation of Histone Chaperone HIRA Unmasks a Link Between Normal Embryonic Development of Melanoblasts and Maintenance of Adult Melanocyte Stem Cells

**DOI:** 10.1111/acel.70070

**Published:** 2025-05-14

**Authors:** Farah Jaber‐Hijazi, Rouven Arnold, Karthic Swaminathan, Kathryn Gilroy, Alexander T. Wenzel, Anthony Lagnado, Kristina Kirschner, Neil Robertson, Claire Reid, Neil Fullarton, Jeff Pawlikowski, Taranjit Singh Rai, Ian Baranyk, Christina Huan Shi, Kevin Y. Yip, Karen Blyth, Jill P. Mesirov, Melissa L. Harris, João F. Passos, Laura M. Machesky, Peter D. Adams

## Abstract

Evidence indicates that the integrity of in utero development influences late life healthy or unhealthy aging; however, specific links between them are unclear. Histone chaperone HIRA is thought to play a role in both life stages, and here, we explore this role using the murine pigmentary system by investigating and comparing the effects of its lineage‐specific knockout, either conditionally during embryogenesis or postnatally. Embryonic knockout of *Hira* in tyrosinase+ neural crest‐derived lineages, including melanoblasts, led to reduced melanoblast numbers during embryogenesis, with single‐cell RNA sequencing analysis indicating evidence of lineage‐specificity defects. This was supported in an in vitro model using melb‐a melanoblasts in which *Hira* knockdown affected lineage identity and melanoblast differentiation potential, with ATAC‐seq data indicating a role of HIRA in orchestrating chromatin accessibility. Interestingly, however, newborn *Hira* knockout mice had wild type numbers of differentiated melanocytes, albeit functionally defective, as demonstrated by very mild hypopigmentation of the first hair coat, increased melanocyte telomere‐associated DNA damage foci, and impaired response to proliferative challenge. Moreover, as they aged, mice with embryonic melanoblast *Hira* knockout displayed marked defects in melanocyte stem cell maintenance and premature hair graying. Importantly, this phenotype was not observed after postnatal inducible knockout, indicating an essential role for HIRA at embryonic stages that is transmitted to adulthood, rather than a direct postnatal requirement within the pigmentary system. This genetic model shows that HIRA function during early development lays a foundation for maintaining lineage identity and subsequent maintenance of adult tissue‐specific stem cells during aging.

## 1 Introduction

Previous human observational studies have shown that environmental conditions during embryonic development, such as a mother's nutrition or exposure to toxins, can have long‐term effects on health and aging of the offspring (Gluckman et al. 2008). Studies in model organisms also suggest that normal variations in embryonic development can influence adult longevity (Rea et al. 2005; Shindyapina et al. 2022). Epigenetic mechanisms play crucial roles in both development and aging (Sen et al. 2016; Christophersen and Helin 2010; Bell et al. 2019), and have been suggested to be responsible for linking embryonic development to healthy aging and longevity (Tobi et al. 2014).

HIRA is a histone chaperone, specifically targeted to the histone variant H3.3 which differs from H3.1 and H3.2 by only a few amino acids (Tagami et al. 2004). HIRA, which has significant homology to yeast Hir1p and Hir2p proteins, is one of several transcription units identified in the human 22q11 locus (Halford et al. 1993; Lamour et al. 1995). HIRA is a key member of the HIRA histone chaperone complex, also containing UBN1 and CABIN1, and cooperating with ASF1a (Tagami et al. 2004; Rai et al. 2011; Ricketts et al. 2015). At the molecular level, the HIRA histone chaperone complex deposits histone H3.3 into nucleosomes in a DNA replication‐independent manner, mainly at active promoters, enhancers and genic regions (Tagami et al. 2004; Ahmad and Henikoff 2002; Ray‐Gallet et al. 2002; Morozov et al. 2023; Dunjić et al. 2023). Nucleosomes carrying both H3.3 and H2A.Z histone variants are susceptible to disruption, marking active gene promoters (Jin and Felsenfeld 2007). HIRA and histone H3.3 are implicated in the cell response to DNA damage, both playing a role in DNA repair (Adam et al. 2013). It has also been reported that deposition of H3.3 by HIRA at H3.1/H3.3 boundaries helps define the location of early replication zones independent of transcription, maintaining chromatin integrity during these processes (Gatto et al. 2022). In addition, histone H3.3 has also been proposed to play a role in epigenetic memory of a transcriptionally activated state through serial rounds of cell division (Bano et al. 2017; Ng and Gurdon 2008; Szenker et al. 2011).

HIRA is expressed during murine embryogenesis as early as embryonic stages E6.5‐E7.5 during gastrulation (Roberts et al. 2002; Wilming et al. 1997), and ubiquitous expression was observed at E8.5 with higher levels in the cranial neural folds (Wilming et al. 1997). Several studies indicate an essential role of HIRA and H3.3 in oogenesis and embryonic viability and development in mice (Roberts et al. 2002; Inoue and Zhang 2014; Lin et al. 2013; Nashun et al. 2015; Tang et al. 2015; Smith et al. 2022). H3.3 has a repressive role when trimethylated at lysine 27 at developmentally regulated bivalent domains in embryonic stem cells, suggesting an important role in differentiation (Banaszynski et al. 2013). On the other hand, when coupled with H2A.Z at regulatory regions, H3.3 deposition by HIRA leads to poised chromatin states in mouse embryonic stem cells, facilitating transcriptional activation required during differentiation (Yang et al. 2022). HIRA, together with Ubn2, has also been suggested to regulate cell fate determination by suppressing the expression of retrotransposons through deposition of H3.3 and H3K9 methylation (Zhang et al. 2022). Indeed, HIRA has been shown to be required for normal differentiation of various cell lineages, tissues and organs, such as neural cells, cardiomyocytes skeletal muscle and the hematopoietic lineage (Chen et al. 2020; Dilg et al. 2016; Fang et al. 2018; Li and Jiao 2017; Valenzuela et al. 2016; Guo et al. 2022; Esteves de Lima et al. 2021). In addition to roles in differentiation and development, HIRA and H3.3 have also been implicated in cell and tissue aging. For example, HIRA is required for epigenetic integrity in cellular senescence, a stress‐induced proliferation arrest that contributes to tissue aging (Zhang et al. 2005; Rai et al. 2014). H3.3 also accumulates in many tissues with age (Tvardovskiy et al. 2017), including neuronal and glial cells, orchestrating transcriptional programs and maintaining physiological plasticity (Valenzuela et al. 2016; Esteves de Lima et al. 2021; Maze et al. 2015). In sum, HIRA is a histone H3.3 chaperone involved in epigenetic regulation, lineage differentiation, development and aging.

Accordingly, we set out to investigate the role of HIRA in the pigmentary system of mice, a very tractable model to study development and aging mechanisms and the potential links between them. Phenotypes related to abnormal development and aging of the pigmentary system are easy to observe, because defects often lead to a change in the patterns or levels of pigmentation (Hou and Pavan 2008; Bennett and Lamoreux 2003). During embryogenesis, the precursors to melanocytes and melanocyte stem cells (McSCs) are highly proliferative unpigmented cells called melanoblasts. They begin specification from the neural crest at E9.5 and migrate dorsolaterally through the dermis between the somites and to populate the epidermis by E15.5 (Mort et al. 2015). Afterwards, melanoblasts colonize the developing hair follicles (HFs) where they differentiate into melanocytes and McSCs (Mort et al. 2015; Botchkareva et al. 2003). Schwann cell precursors from the glial lineage have also been proposed as a source of melanoblasts, differentiating around E11.5 and migrating along the ventral pathway (Adameyko et al. 2009). In postnatal stages, HFs are in continuous turnover cycles of growth (anagen), regression (catagen) and rest (telogen) (Plikus and Chuong 2008). In all these phases, the HF retains a permanent stem cell rich region, the bulge, but the anagen HF also has a lower, non‐permanent region, the bulb. Hair color is provided by melanin pigments produced from bulb melanocytes, which predominantly differentiate from CD34‐ non‐pigmented McSCs residing in the secondary hair germ region underneath the bulge of telogen HF (Nishimura 2011; Joshi et al. 2019; Rabbani et al. 2011). McSCs are quiescent in the telogen phase but initiate proliferation and differentiation in response to growth signals during the anagen phase (Plikus and Chuong 2008; Nishimura 2011). Progressive loss of McSCs and therefore reduction in melanocyte numbers is one cause of hair graying associated with aging (Nishimura et al. 2005).

Besides the difference in their location or pigmentation, melanoblasts, McSCs and mature melanocytes can be distinguished from each other by gene expression patterns. In brief, before entering the growing HFs, melanoblasts express the master regulator of the melanocytic lineage microphthalmia‐associated transcription factor (MITF), dopachrome tautomerase (DCT), paired box gene 3 (PAX3), tyrosinase (TYR), premelanosome protein (PMEL17), receptor tyrosine kinase (c‐KIT), and SRY‐box transcription factor (SOX10) (Li and Hou 2018; Baxter and Pavan 2003). After entering the HF, increasing expression of MITF and pigmentation genes, such as *Tyr* and *Pmel17*, lead to differentiation into bulb melanocytes (Botchkareva et al. 2003), while diminishing levels of c‐KIT and pigmentation genes lead to the formation of bulge McSCs (Peters et al. 2002).

To probe the role of HIRA in the mouse pigmentary system, we generated a lineage‐targeted knockout mouse model, *TyrCre::Hira* ^*fl/fl*^, in which McSCs, melanocytes, and melanoblasts (and some other neural crest‐derived lineages) are constitutively deficient for HIRA from early in development, and also an inducible knock out model *TyrCreER::Hira* ^*fl/fl*^ in which HIRA can be inactivated in McSCs and melanocytes young adults. One or both models were also crossed to reporters (*Rosa26‐Lox‐STOP‐Lox* (*LSL*)*‐tdTomato* and *Dct::LacZ*) and oncogenic drivers (*TyrNras*) to probe function of HIRA in this lineage. Using these mouse models coupled to single‐cell RNA‐seq and in vitro studies coupled with bulk RNA‐seq and ATAC‐seq, we find that HIRA is required during early and mid‐embryogenesis for proper development of melanoblasts. While defects caused by HIRA inactivation are normalized during late embryogenesis and are barely detectable in melanocytes and McSCs at birth and in young mice, they manifest later as profound defects in McSC maintenance during adult aging. Importantly, these defects are only observed when HIRA is inactivated during embryogenesis, but not in young adults. These results demonstrate a role for HIRA function during early development that lays a foundation for subsequent maintenance of adult McSCs during aging.

## 2 Results

### 2.1 *Hira* Knockout Causes a Reduction in Melanoblast Numbers During Embryonic Development

*Hira* ^*fl/fl*^ mice (Rai et al. 2014) were crossed with *TyrCreA* (X‐linked) or *TyrCreB* (autosomal) mice in which Cre recombinase is under the control of the *Tyr* gene promoter, allowing inactivation of *Hira* in the melanocytic lineage as early as embryonic days E9.5–10.5 (Delmas et al. 2003). The generated *TyrCre::Hira* ^*fl/fl*^ mice were in turn crossed with *Rosa26‐Lox‐STOP‐Lox* (*LSL*)*‐tdTomato* mice to track Cre recombinase activity (Madisen et al. 2010). Recombination efficiency was confirmed in E15.5 embryos by co‐localization of DCT, a melanoblast marker, and tdTomato in the epidermis (Figure 1a). While all observed Dct + cells were tdTomato+ in all examined samples (*n* > 3), not all tdTomato+ cells are DCT+ because, as reported previously (Delmas et al. 2003), the *Tyr* promoter also directs expression in some other non‐melanocytic lineages (Figure 1a; also see Figure 2). These results confirm *TyrCre*‐directed recombination in embryonal DCT+ cells.

**FIGURE 1:**
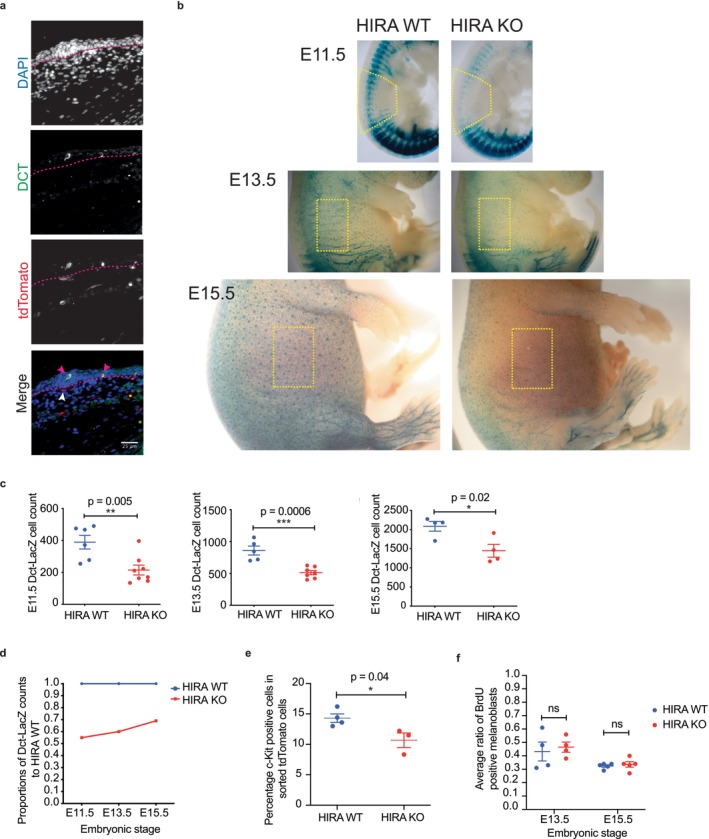
*Hira* knockout causes a reduction in melanoblast numbers during embryonic development. (a) Immunofluorescence in *TyrCre::Hira* ^*wt/wt*^ (HIRA WT) E15.5 mouse embryos showing tdTomato expression, identified by RFP antibody (red), specifically in melanoblasts (magenta arrow heads) in the epidermis identified by DCT stain (green). The epidermis and dermis of the skin are separated with dotted magenta line, epidermis on top. White arrowheads point to non‐melanoblast dermal tdTomato+ cells. Antibody specificity was confirmed by Cre negative or tdTomato negative samples as negative controls. Scale bar: 25 μm. (b) X‐gal stain in E11.5, E13.5, and E15.5 in *TyrCre::Hira* ^*wt/wt*^ (HIRA WT) and *TyrCre::Hira* ^*fl/fl*^ (HIRA KO) *Dct::LacZ* embryos showing melanoblast distribution. Embryos are shown in real relative size. Yellow boxes represent the areas quantified. (c) Quantification of yellow boxes in (b). Error bars represent the standard error of the mean (SEM). Embryo numbers at E11.5, WT *n* = 6, and KO *n* = 8; E13.5, WT *n* = 5, and KO *n* = 7; E15.5, WT *n* = 4, and KO *n* = 4 from at least two litters for each timepoint. (d) Quantification of Dct‐LacZ counts (c) in HIRA KO and HIRA WT normalized to WT at each time point, showing a diminishing difference in the number of HIRA KO to HIRA WT melanoblasts as gestation advances. (e) Percentage of melanoblasts that are c‐KIT positive, selected using a BV711‐conjugated antibody to c‐KIT, within the tdTomato populations in *tdTomato* HIRA WT and HIRA KO E15.5 embryos. Melanoblasts were quantified by FACS profiling of single trunk skin cell suspensions. *tdTomato* HIRA WT, *n* = 4; *tdTomato* HIRA KO, *n* = 3. See Figure S1 for the gating strategy used for quantification. (f) Percentage of BrdU positive melanoblasts quantified by BrdU and DCT antibody stains in E13.5 and E15.5 embryo cross sections following a 2‐h BrdU pulse, with *n* = 4 for each genotype at E13.5 (*p* = 0.7) and *n* = 5 for each genotype at E15.5 (*p* = 0.6). Scatter dot plot data in c, e, and f were analyzed using an unpaired *t‐*test showing mean ± SEM. ns: Non‐significant (*p* > 0.05); *p < 0.05; **p < 0.01 and ***p < 0.001.

**FIGURE 2:**
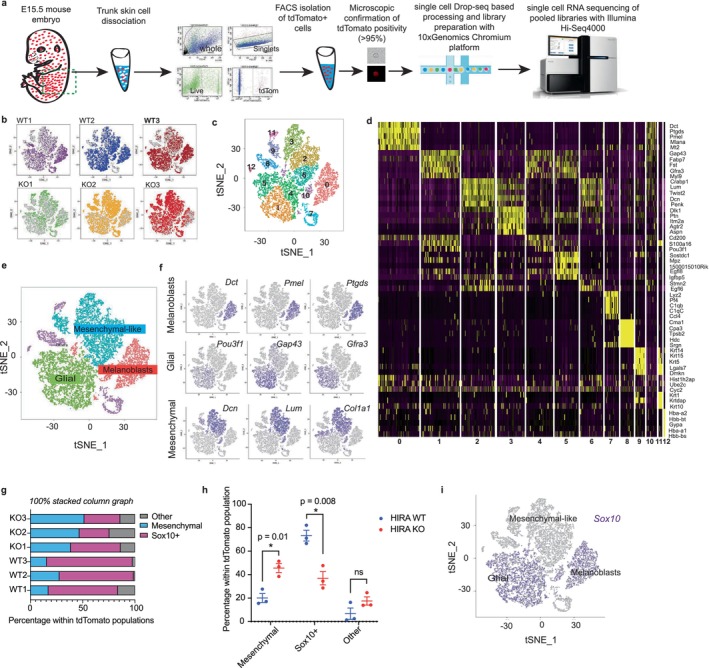
HIRA is required for melanoblast development. (a) Scheme of single‐cell RNA sequencing method. 3 *TyrCre::Hira* ^*wt/wt*^:*tdTomato* (WT) and 3 *TyrCre::Hira* ^*fl/fl*^:*tdTomato* (KO) embryos were individually processed. (b) t‐SNE plots showing clusters based on gene expression among a total of 8655 single cells from 3 WT and 9743 single cells from 3 KO embryos. Cells from all three WT and three KO replicates are superimposed in each plot with the cells of each sample highlighted in a specific color on each of the six plots. (c) t‐SNE plot generated using the Seurat package showing 13 cell clusters (numbered 0–12) based on gene expression relationship from three HIRA WT and three HIRA KO tdTomato+ cells grouped together. (d) Heat map displaying top five distinguishing genes of each of the 13 clusters in (c). (e) t‐SNE plot of all six pooled samples showing three major cell types. (f) t‐SNE plots showing the expression of representative marker genes in the three major cell types. Expression level is color‐coded in purple. (g) 100% stacked column graph displaying the percentage of *Sox10*+ and mesenchymal‐like cells within the tdTomato population in each of the six samples. Cell counts and percentages can be found in Table S5. (h) Scatter dot plots showing the percentages of cells in each of the populations in g in WT versus KO samples, analyzed using an unpaired *t‐*test showing mean ± SEM. *p > 0.05. ns: non‐significant (*p* > 0.05). (i) t‐SNE plot displaying *Sox10* expression level in melanoblasts and glial cells.

To investigate a role for HIRA in DCT+ embryonic melanoblasts, we crossed *TyrCre::Hira* ^*fl/fl*^ mice with *Dct::LacZ* reporter mice (Mackenzie et al. 1997) in order to track melanoblasts through embryonic development. We compared melanoblast number and distribution between *TyrCre::Hira* ^*fl/fl*^ *Dct::LacZ* (HIRA KO) and control *TyrCre::Hira* ^*wt/wt*^ *Dct::LacZ* (HIRA WT) at E11.5, E13.5 and E15.5 of embryogenesis, by staining with X‐gal. This showed that HIRA KO embryos have a significant reduction in the number of melanoblasts compared to HIRA WT embryos at all three stages (Figure 1b,c). Interestingly, the ratio of melanoblast numbers in HIRA KO to that in HIRA WT was 0.55 at E11.5, 0.59 at E13.5 and 0.69 at E15.5, suggesting a greater effect of HIRA KO at earlier stages of embryogenesis (Figure 1c,d). We also quantified melanoblast numbers by flow cytometry (Figure S1a). To identify melanoblasts, we stained cell suspensions from individual *LSL‐tdTomato* HIRA KO and WT E15.5 embryo skins (Figure 1a) with a BV711‐conjugated antibody against c‐KIT, widely used as a melanoblast cell‐surface marker (Harris et al. 2018; Yonetani et al. 2008). We found that the percentage of c‐KIT+ tdTomato+ cells was significantly reduced in HIRA KO samples (10.7% ± 2%, *n* = 3) compared to HIRA WT samples (14.3% ± 1.4%, *n* = 4) (Figure 1e), indicating a reduction in melanoblast numbers, consistent with that observed in the *Dct‐LacZ* reporter system.

To determine whether HIRA had an effect on melanoblast proliferation that might account for their decreased number in HIRA KO embryos, E13.5 and E15.5 embryos were harvested after a 2‐h BrdU pulse to pregnant dams. Cross sections were stained with anti‐BrdU and anti‐DCT antibodies to determine the percentage of proliferating melanoblasts in both the upper and lower halves of the body along the axial plane. The average percentage of BrdU positive melanoblasts was not significantly different between HIRA KO and HIRA WT embryos; (46.5% ±7.7% (*n* = 4) in HIRA KO and 43.4% ± 14.2% (*n* = 4) in HIRA WT embryos at E13.5; 33.7% ±4.7% (*n* = 5) in HIRA KO and 32.5% ±2.1% (*n* = 5) in HIRA WT embryos at E15.5) (Figure 1f and Figure S1b). In sum, at E13.5–15.5, embryonic HIRA KO melanoblasts show similar proliferation to WT melanoblasts, but reduced total number.

### 2.2 HIRA Is Required for Melanoblast Development

To better understand the defect in melanoblast development in HIRA KO embryos, we isolated tdTomato+ cells from trunk skin of *TyrCre::Hira* ^*wt/wt*^:*tdTomato* (WT) and *TyrCre::Hira* ^*fl/fl*^:*tdTomato* (KO) E15.5 embryos (three embryo replicates each genotype). 

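The processed scRNAseq counts examined here cover 1 HIRA WT and 1 HIRA KO library of tdTomato+ cells sorted from E15.5 trunk skin, which were taken as WT1 and KO1 of Table S1, although the labels do not name them. The authors mapped the reads of each library with Cell Ranger to a mouse genome extended by the tdTomato and Cre sequences and deposited the number of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The WT library held 7073939 UMIs in 1546 barcodes, with a median of 3961 UMIs per barcode, and the KO library held 5049514 UMIs in 846 barcodes, with a median of 5152.5. Barcodes with under 100 genes or over 10% mitochondrial UMIs were left out, and 1540 WT and 828 KO cells remained. These cells were clustered together on 1967 variable genes with the Leiden method. Each cluster was named from marker genes other than those the article's text names for this experiment. A class is therefore called melanoblast-like, glial-like or mesenchymal-like. Several mesenchymal markers, such as *Dpt*, *Crabp1* and *Penk*, are also in the article's Table S4, so the names are not independent of it. No doublets were removed, and Scrublet called 9 WT and 6 KO cells as doublets. There is 1 library per genotype and so no replicate, no test was made, and the 95% intervals given for these libraries cover counting error only. Intervals are Clopper-Pearson for shares of cells, exact Poisson for the UMIs of a gene summed over a class and scaled to the UMIs of that class (CPM), and exact conditional binomial for the log2 ratio of KO to WT. *Hira* (ENSMUSG00000022702) lies on chromosome 16 of GRCm38 from 18877037 to 18970309. It had 35 UMIs in WT melanoblast-like cells, or 13.8 CPM (9.63 to 19.2), and 3 UMIs in KO melanoblast-like cells, or 3.53 CPM (0.728 to 10.3), a log2 ratio of -1.97 (-4.32 to -0.30). With each cell thinned to 2000 UMIs and the cells clustered again, the melanoblast-like class held 9 WT and 3 KO UMIs of *Hira*. The log2 ratio was then 0.28 (-2.25 to 2.28), so thinning did not settle its sign. A fall was not detectable at this depth in glial-like cells, with 18 WT and 9 KO UMIs and a log2 ratio of -0.55 (-1.88 to 0.68). Nor was it in mesenchymal-like cells, with 9 WT and 16 KO UMIs and a log2 ratio of 0.37 (-0.90 to 1.73). These UMIs read the transcript and not recombination of the allele, so they do not tell whether *Hira* was inactivated in these classes. The X-linked transcript *Xist* (ENSMUSG00000086503) had 6119 UMIs in WT and 2 in KO melanoblast-like cells, and the Y-linked gene *Eif2s3y* (ENSMUSG00000069049) had 0 in WT, which allows up to 1.18 CPM, and 47 in KO. The WT library is therefore female and the KO library male, as Table S1 lists WT1 and KO1, and genotype and sex vary together in this pair.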

The purified cells were 95% tdTomato+ (Figure 2a and Figure S2a). Transcriptomes of WT and KO melanoblasts were compared by single‐cell RNA sequencing (scRNAseq) on the 10× Chromium platform (see Table S1 for details on the samples). Data were analyzed by 10× Cell Ranger, cLoupe and Seurat (Satija et al. 2015). Comparing data from the individual WT and KO replicates to the t‐SNE plot generated from all pooled WT and KO samples showed that the cell subclusters in WT and KO samples were broadly similar (Figure 2b).

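Clustering the cells of both libraries together gave 21 clusters, and every cluster held cells of both. Some clusters came mostly from 1 library. A mast cell-like cluster held 92 WT and 3 KO cells, and a melanoblast-like cluster led by *Dct*, *Mlana* and *Pmel* held 36 WT and 2 KO cells. In the other direction, a keratinocyte-like cluster led by *Krt1* and *Krt10* held 4 WT and 56 KO cells, an erythroid-like cluster held 5 and 19, and a mesenchymal-like cluster led by *Mfap4*, *Angptl1* and *C1qtnf3* held 22 and 118. With 1 library per genotype, a cluster of this kind cannot be told from a difference between the libraries.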

Based on the expression of subcluster‐specific marker genes and biological or functional pathways such as the cell cycle, 13 subclusters (numbered 0–12) were observed in the pooled WT and KO cells (Figure 2c,d). However, when only characteristic lineage‐specific genes were considered, we identified three main populations of cells resembling melanoblasts, glial cells and mesenchymal‐like cells with chondroblast, fibroblast and osteoblast characteristics (Figure 2e,f). These three major subclusters were distinguished by distinct gene expression profiles: For example, melanoblasts expressed *Dct*, *Pmel*, and *Ptgds*; glial cells *Pou3f1*, *Gap43*, *Gfra3*; and mesenchymal‐like cells *Dcn*, *Lum*, *Col1a1* (Figure 2f). 

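At a Leiden resolution of 0.5 the same cells fell into 15 clusters, and at a resolution of 2 into 28. A melanoblast-like cluster of 200 cells, 157 WT and 43 KO, had *Pbk*, *Nusap1*, *Top2a* and *Ccnb1* among its 10 leading genes. Genes of the G2M phase made up 6196 CPM (6099 to 6294) of the UMIs of WT melanoblast-like cells and 5483 CPM (5327 to 5643) of those of KO melanoblast-like cells. At least 10 UMIs of these genes were found in 52.3% of 535 WT and 64.7% of 139 KO melanoblast-like cells, a difference of 12.4 points (2.84 to 21.4). When each cell was thinned to 2000 UMIs, which left out 11 WT and 0 KO cells, the shares were 34.4% and 35.3%, a difference of 0.901 points (-8.07 to 10.4).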

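Of 11 cell classes with marker lists, 9 were found among the clusters. The melanoblast-like class took 3 clusters, the glial-like class 5 and the mesenchymal-like class 3. Together these classes held 1211 WT cells and 661 KO cells. The remaining named classes were macrophage-like, mast cell-like, keratinocyte-like, erythroid-like, endothelial-like and pericyte-like. A cluster of 67 cells led by *Plac8*, *Cd52* and *Lyz2* was counted as macrophage-like. Of the 21 clusters, 2 stayed unnamed, with 3.25% (2.42% to 4.26%) of WT and 1.81% (1.02% to 2.97%) of KO cells. The larger of them, with 43 WT and 8 KO cells, was led by *Car3*, *Fabp4* and *Adipoq*, and the smaller, with 7 WT and 7 KO cells, by *S100a9* and *Ngp*.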

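These 9 genes were held out of the clustering and of the naming, and their levels are given for the WT library. *Dct* (ENSMUSG00000022129; chromosome 14 of GRCm38, 118012790 to 118052244) was at 3052 CPM (2984 to 3121) in melanoblast-like cells, 45.8 CPM (36.0 to 57.4) in glial-like cells and 172 CPM (148 to 198) in mesenchymal-like cells. *Pmel* (ENSMUSG00000025359) was at 1436 CPM in melanoblast-like cells, 39.1 CPM in glial-like cells and 72.5 CPM in mesenchymal-like cells, and *Ptgds* (ENSMUSG00000015090) at 2635, 98.4 and 183 CPM in the same order. The glial-like cells had 193 CPM (172 to 216) of *Pou3f1* (ENSMUSG00000090125; chromosome 4, 124656807 to 124660655), against 5 UMIs in all melanoblast-like and 1 UMI in all mesenchymal-like cells. *Gap43* (ENSMUSG00000047261) was at 667 CPM in glial-like, 5.92 CPM in melanoblast-like and 109 CPM in mesenchymal-like cells. *Gfra3* (ENSMUSG00000024366) was at 425 CPM in glial-like and 5.13 CPM in melanoblast-like cells, with 3 UMIs in mesenchymal-like cells. The mesenchymal-like cells had 2982 CPM (2882 to 3085) of *Dcn* (ENSMUSG00000019929), 2969 CPM (2869 to 3072) of *Lum* (ENSMUSG00000036446) and 3957 CPM (3842 to 4076) of *Col1a1* (ENSMUSG00000001506). In glial-like cells these genes were at 29.9, 45.2 and 557 CPM, and in melanoblast-like cells *Dcn* was at 19.4 CPM, *Lum* at 15.8 CPM and *Col1a1* at 22.9 CPM. In the 146 WT macrophage-like cells, which should lack them, *Dct* was at 24.5 CPM, *Pmel* at 31.8 CPM, *Ptgds* at 79.5 CPM, *Gap43* at 15.9 CPM and *Col1a1* at 170 CPM.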

More examples of cluster‐specific distinguishing genes were generated from WT populations only and can be found in Tables S2–S4 and Figure S2b–d. In WT embryos, a minority of tdTomato+ cells were mesenchymal‐like (Figure 2g,h and Table S5), consistent with previous reports that some mesenchymal cells are derived from the neural crest (Simoes‐Costa and Bronner 2015). 

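In the WT library, 229 of 1540 cells were mesenchymal-like, a share of 14.9% (13.1% to 16.8%). The paper's value for WT1 in Table S5 is 17.08%, of 1534 cells. Among the melanoblast-like, glial-like and mesenchymal-like cells alone, the share was 18.9% (16.7% to 21.2%). Of the 3 mesenchymal-like clusters, the largest held 184 of the WT cells and was led by *Crabp1*, *Twist2* and *Egfl6*.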

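*Tyr* (ENSMUSG00000004651) lies on chromosome 7 of GRCm38 from 87424771 to 87493512. In the WT library, 10 of 229 mesenchymal-like cells had a UMI of *Tyr*, or 4.37% (2.11% to 7.88%), at a median depth of 4380 UMIs per cell. Among macrophage-like cells, which should not express it, the share was 4.79% (1.95% to 9.63%), or 7 of 146 cells at a median depth of 4850.5 UMIs, so the share in mesenchymal-like cells was at background. Among melanoblast-like cells it was 60.6% (56.3% to 64.7%), or 324 of 535 cells at a median depth of 4327 UMIs. After thinning, which left out 11 mesenchymal-like, 10 macrophage-like and 11 melanoblast-like cells, the shares were 2.29%, 1.47% and 35.5%. The levels of *Tyr* were 21.5 CPM (13.8 to 32.0) in mesenchymal-like, 18.3 CPM (10.3 to 30.3) in macrophage-like and 251 CPM (232 to 272) in melanoblast-like cells. In the KO library, 9 of 268 mesenchymal-like cells had a UMI of *Tyr* (3.36%), and 0 of 36 macrophage-like cells, where a count of 0 allows up to 10.6 CPM.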

Since scRNAseq shows that these cells do not express *Tyr* at E15.5 (Figure S2b), presumably these cells are derived from a neural crest lineage that previously expressed *Tyr* to irreversibly activate expression of *tdTomato*. More specifically, Schwann cell precursors of the glial lineage, also previously expressing *Tyr*, may differentiate into mesenchymal cells as well as melanoblasts (Adameyko et al. 2009; Xie et al. 2019). In WT embryos, the majority of tdTomato+ cells were *Sox10*+ melanoblasts and glial cells (74.7%; Figure 2g–i and Table S5). This is consistent with a neural crest‐derived SOX10+ progenitor as a precursor to both melanoblasts and glial cells (Mort et al. 2015), and the previously demonstrated activity of the *Tyr* promoter in these cell types (Delmas et al. 2003; Haninec and Vachtenheim 1988; Tief et al. 1996).

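The melanoblast-like and glial-like classes, counted jointly as *Sox10*+ cells, held 982 of the 1540 cells of the WT library, a share of 63.8% (61.3% to 66.2%), and 81.1% (78.8% to 83.3%) of the cells of the 3 main classes. For WT1 of 1534 cells, the paper's values in Table S5 sum to 66.6%. *Sox10* (ENSMUSG00000033006; chromosome 15 of GRCm38, 79154908 to 79165240) had no part in forming these classes. A UMI of *Sox10* was found in 69.5% of WT melanoblast-like cells and in 67.1% of WT glial-like cells, the latter with a median depth of 3385 UMIs. The share was 9.61% (6.12% to 14.2%) in mesenchymal-like cells and 8.22% (4.32% to 13.9%) in macrophage-like cells, which should lack the gene, at the depths given for *Tyr*. With cells thinned as for *Tyr*, and 37 glial-like cells left out, the shares were 42.4% in melanoblast-like, 47.3% in glial-like, 4.13% in mesenchymal-like and 2.21% in macrophage-like cells.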

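Cells outside the melanoblast-like, glial-like and mesenchymal-like classes made up 21.4% (19.3% to 23.5%) of the WT library and 20.2% (17.5% to 23.1%) of the KO library, but not with the same cell types. Macrophage-like cells were 9.48% (8.06% to 11.1%) of WT and 4.35% (3.06% to 5.97%) of KO cells, and mast cell-like cells were 5.97% (4.84% to 7.28%) and 0.362% (0.0748% to 1.06%). Keratinocyte-like cells were 0.779% (0.403% to 1.36%) of WT and 9.78% (7.84% to 12.0%) of KO cells, and erythroid-like cells 0.325% (0.106% to 0.756%) and 2.29% (1.39% to 3.56%).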

Although tdTomato+ cells from WT and KO embryos displayed broadly similar cell subclusters, we observed a change in proportions from WT to KO (Figure 2g–i, Figure S2e,f and Table S5). Mean melanoblast percentage was significantly reduced from 30.3% ± 6.2% in HIRA WT to 12.5% ± 4.6% in HIRA KO, in line with our previous observations by flow cytometry analysis and the *Dct‐LacZ* reporter (Figure 1b–e). 

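In this pair of libraries, melanoblast-like cells were 34.7% (32.4% to 37.2%) of WT and 16.8% (14.3% to 19.5%) of KO cells, or 139 of 828, a difference of -18.0 points (-21.4 to -14.3). The paper's values in Table S5 are 36.70% for WT1 and 17.81% for KO1, the latter of 814 cells. Among the cells of the 3 main classes alone, the shares were 44.2% (41.4% to 47.0%) and 21.0% (18.0% to 24.3%), a difference of -23.1 points (-27.3 to -18.8). The alternative that moved the difference most was clustering each library alone with classes picked by the mean log2 fold of their markers, the rule first written, which gave -29.9 points; the naming rule used here replaced it after the clusters had been seen. With the naming rule used here, the largest move came from a filter of at least 500 genes per cell, which gave -27.9 points, because 83 of the 139 KO melanoblast-like cells then fell into a cluster of 96 cells that stayed unnamed and was led by haemoglobin genes.

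**Figure D1:**
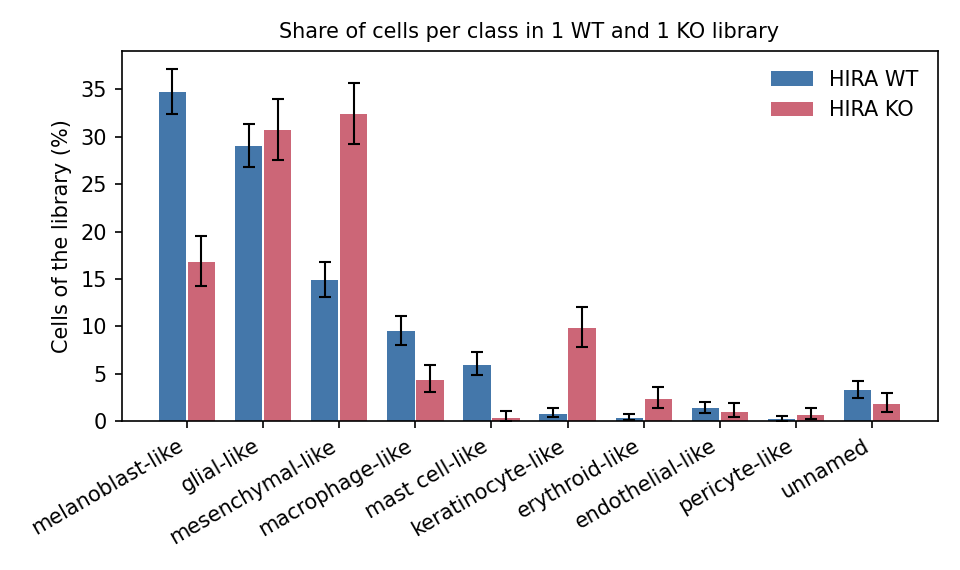
Share of cells of each of the 9 classes and of the unnamed clusters, in percent of all cells kept, in the HIRA WT and the HIRA KO library. Bars are the shares of 1 library each and lines are 95% Clopper-Pearson intervals; the KO bar is below the WT bar for melanoblast-like cells, above it for mesenchymal-like and keratinocyte-like cells and within the counting error for glial-like cells.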

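Glial-like cells, the other part of the combined *Sox10*+ class, were 29.0% (26.8% to 31.4%) of WT cells and 30.7% (27.6% to 33.9%) of KO cells, a difference of 1.65 points (-2.25 to 5.62) that was within the counting error. The paper's values in Table S5 are 29.86% for WT1 and 29.85% for KO1. In the paper's other samples, the glial share is lower in KO than in WT. Melanoblast-like and glial-like cells together were 393 of 828 KO cells, a share of 47.5% (44.0% to 50.9%), and 59.5% (55.6% to 63.2%) of the 661 KO cells in the 3 main classes. The difference from the WT library was -16.3 points (-20.5 to -12.1) of all cells.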

When we assessed combined *Sox10*+ cells (melanoblasts and glial cells), we observed a significant reduction in the mean *Sox10+* population from 73.22% ± 8% in HIRA WT to 36.9% ± 9.8% in HIRA KO samples (Figure 2g,h). These data are also in agreement with the downregulation in expression of various other melanoblast and glial‐specific genes, such as *Dct*, *Ptgds, Fabp7* and *Gfra3*, *Mpz* and *Mbp* as observed in differential expression (DE) analysis of melanoblast and glial populations separately or combined (Tables S6–S9). 

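In melanoblast-like cells, *Dct* had 7727 UMIs in WT and 2469 in KO, the latter at 2904 CPM (2791 to 3021), a log2 ratio of -0.07 (-0.14 to -0.01). The alternative that moved it most was a filter of at least 500 genes per cell, under which the log2 ratio was 0.18. It was then read in 56 of the 139 KO cells, because the others fell into a cluster that went unnamed. *Ptgds*, on chromosome 2 from 25466709 to 25470046, was at 2899 CPM (2785 to 3015) in KO melanoblast-like cells, with a log2 ratio of 0.14 (0.07 to 0.20). *Fabp7* (ENSMUSG00000019874; chromosome 10, 57784881 to 57788450) was at 146 CPM (131 to 161) in WT and 45.9 CPM (32.6 to 62.7) in KO melanoblast-like cells, a log2 ratio of -1.67 (-2.18 to -1.19). In glial-like cells, *Gfra3* (chromosome 18, 34689898 to 34720387) was at 235 CPM (209 to 264) in KO, a log2 ratio of -0.85 (-1.06 to -0.65). *Mbp* (ENSMUSG00000041607; chromosome 18, 82475146 to 82585637) was at 218 CPM in WT and 172 CPM in KO glial-like cells, a log2 ratio of -0.34 (-0.59 to -0.08). The mix of glial-like clusters differed, with 34 of 447 WT and 60 of 254 KO cells in the one led by *Pou3f1*. The ratios in glial-like cells were not separated from that mix. *Fabp7* in glial-like cells had a log2 ratio of -0.11 (-0.22 to 0.01). In the combined *Sox10*+ cells, whose melanoblast-like part was smaller in KO, the log2 ratios were -0.62 (-0.68 to -0.55) for *Dct*, -0.40 (-0.47 to -0.34) for *Ptgds* and -0.28 (-0.48 to -0.08) for *Gfra3*, the last of which was 0.075 under the filter of at least 500 genes. There, *Fabp7* had a log2 ratio of 0.20 (0.09 to 0.31) and *Mbp* of 0.19 (-0.06 to 0.44).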

The decrease in *Sox10*+ cells in KO populations was accompanied by a significant increase in the percentage of mesenchymal‐like cells (20.1% ± 6.6% in HIRA WT to 45.6% ± 6.6% in HIRA KO) (Figure 2g,h, Figure S2e,f and Table S5). This was accompanied by an upregulation of the mesenchymal genes *Col1a1*, *Col3a1*, *Lum*, and *Dcn* as observed from DE analysis of KO against WT melanoblast clusters (Table S6). Moreover, the KO mesenchymal‐like population had an increased expression of epithelial‐to‐mesenchymal transition (EMT) genes (Figure S2g), indicating that WT and KO cells were qualitatively distinct. Therefore, loss of HIRA not only decreases the proportion of tdTomato+ cells with a melanoblast identity, but the *Sox10*+ lineage as a whole, accompanied by a corresponding increase in atypical mesenchymal‐like cells.

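Mesenchymal-like cells were 32.4% (29.2% to 35.7%) of the KO library, or 268 of 828 cells, which is 17.5 points (13.8 to 21.2) above the WT library. The paper's value for KO1 in Table S5 is 38.45%. Of the cells in the 3 main classes of the KO library, 40.5% (36.8% to 44.4%) were mesenchymal-like. The KO cells were spread over the mesenchymal-like clusters differently from the WT cells, with 116 in the cluster led by *Crabp1* and 34 in a cluster led by *Mfap5* and *Clec3b* that held 23 WT cells, and the rest in the cluster led by *Mfap4*.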

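In melanoblast-like cells, *Col1a1* (chromosome 11, 94936224 to 94953042) had 58 UMIs in WT and 116 in KO, the latter at 136 CPM (113 to 164), a log2 ratio of 2.57 (2.11 to 3.06). *Col3a1* (ENSMUSG00000026043; chromosome 1, 45311538 to 45349706) was at 32.0 CPM (25.4 to 39.8) in WT and 140.0 CPM (116 to 168) in KO, a log2 ratio of 2.13 (1.71 to 2.56). *Lum* (chromosome 10, 97565128 to 97572703) rose to 48.2 CPM (34.6 to 65.4), a log2 ratio of 1.61 (0.95 to 2.28), and *Dcn* (chromosome 10, 97479609 to 97518143) to 68.2 CPM (51.8 to 88.2), a log2 ratio of 1.82 (1.24 to 2.40). Summed over these 4 genes, the level was 90.1 CPM (78.7 to 103) in WT and 393 CPM (352 to 437) in KO melanoblast-like cells. The 4 genes were higher in the KO library in several classes that should lack them as well. They rose from 493 to 2598 CPM in macrophage-like cells, from 94.2 to 347 CPM in mast cell-like cells, on 28 WT and 4 KO UMIs, and from 122 to 352 CPM in endothelial-like cells, while keratinocyte-like cells had 831 CPM in WT and 648 CPM in KO. A KO melanoblast-like cell held 2.40 UMIs of the 4 genes on average and at most 10, against a median of 74.5 in KO mesenchymal-like cells.

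**Figure D2:**
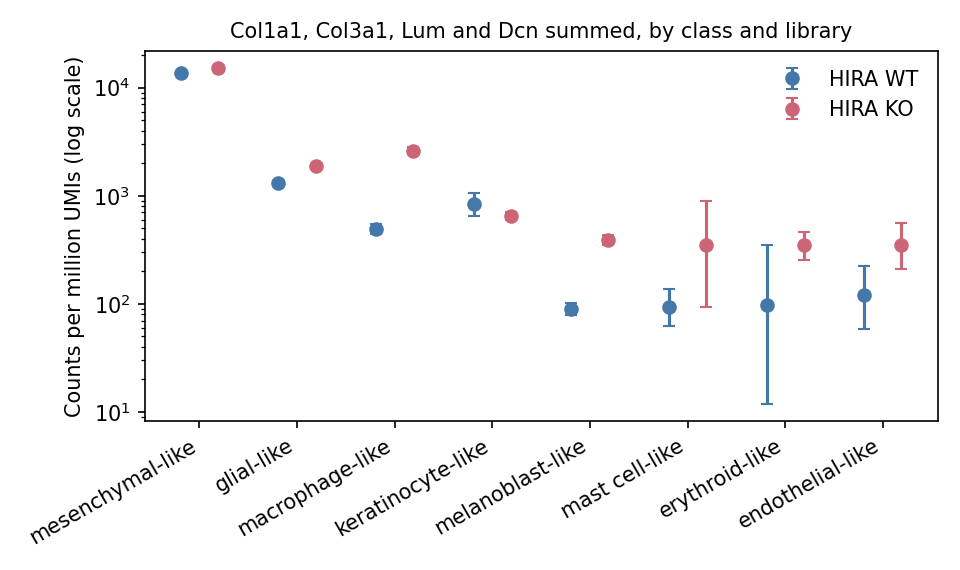
Summed level of *Col1a1*, *Col3a1*, *Lum* and *Dcn* in each cell class except pericyte-like and unnamed cells, in CPM of the UMIs of the class on a log axis, in the HIRA WT and the HIRA KO library. Points are 1 library each and lines are exact Poisson 95% intervals; the KO point is above the WT point in every class shown except keratinocyte-like cells, and the intervals overlap in mast cell-like, erythroid-like, endothelial-like and keratinocyte-like cells.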

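The paper's text does not list the genes of the EMT signature, so a list of 30 EMT genes written before the data were examined was read in mesenchymal-like cells. The median log2 ratio of the list was 0.45 (0.30 to 0.59, from Poisson resampling of the UMIs), and 22 of the 30 genes were higher in KO. In 10000 random lists of genes with similar expression, 95% of the medians lay between -0.16 and 0.09. The largest log2 ratios were 3.32 (2.03 to 4.99) for *Tagln* (ENSMUSG00000032085), on 5 WT and 69 KO UMIs, and 3.24 (2.14 to 4.59) for *Tnc* (ENSMUSG00000028364), on 7 and 91 UMIs. The transcription factor genes *Snai1* (ENSMUSG00000042821) and *Twist2* (ENSMUSG00000007805) had log2 ratios of -0.98 (-1.64 to -0.33) and -0.67 (-0.82 to -0.51). *Twist1* and *Zeb2* were lower as well, at -0.48 (-0.73 to -0.22) and -0.54 (-0.74 to -0.34). *Snai2* was at -0.72 (-1.46 to 0.009), within its counting error, and *Zeb1* was higher, at 0.72 (0.07 to 1.41). Of the alternatives, the mean over cells in place of summed UMIs moved the median of the list most, to 0.38. Within single clusters, the median was 0.056 in the cluster led by *Crabp1*, where random lists gave -0.14 to 0.11, and -0.12 in the cluster led by *Mfap5*, where they gave -0.18 to 0.26. In the cluster led by *Mfap4*, of whose 140 cells 118 were KO, it was 0.57 against -0.25 to 0.24 for random lists.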

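Among the cells of the 3 main classes alone, glial-like cells were 36.9% (34.2% to 39.7%) in WT and 38.4% (34.7% to 42.3%) in KO, a difference of 1.51 points (-3.14 to 6.21). From the lower mean percentages of melanoblasts and of *Sox10*+ cells over its KO samples, the higher percentage of mesenchymal-like cells and their EMT gene expression (Figure 2g,h, Figure S2e-g and Table S5), the paper concludes that HIRA loss lowers the share of the *Sox10*+ lineage and not that of melanoblasts alone, while atypical mesenchymal-like cells increase.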

To confirm these results in a complementary model in vitro, we examined the consequence of *Hira* knockdown in mouse melb‐a melanoblasts (Sviderskaya et al. 1995). For this, we used two different lentivirus‐encoded shRNAs to knockdown *Hira*, shHira1, and shHira2 (Rai et al. 2014), and analysis was performed 7–10 days following infection and drug selection. Uninfected (parental) cells and cells expressing an shRNA targeted to luciferase (shLuc) were used as negative controls. Initial phenotypic observations indicated that when compared to both control lines, shHira1 and shHira2 cells appeared to be larger, with larger nuclei, (Figure 3a and Figure S3a). Knock down of expression of HIRA protein was confirmed by western blot, and this was accompanied by downregulation of another member of the HIRA chaperone complex, CABIN1, as previously reported (Rai et al. 2011) (Figure S3b). When we assessed melanoblast/cyte markers, we found a striking reduction in the expression of c‐Kit, Dct and MITF, and also the melanoblast/glial marker Sox10, in line with the scRNAseq data (Figure 3b,c and Figure S3c,d). On the other hand, we found an increase in the expression of the TUBB3 protein (TUJ1) (Figure 3b,c), but no effect on other tubulin isoforms (Figure S3e). Expression of TUBB3 has been previously associated with neural, melanocytic and EMT fates (Li and Jiao 2017; Locher et al. 2013; Menezes and Luskin 1994; Sobierajska et al. 2016). 

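*Tubb3* (ENSMUSG00000062380) lies on chromosome 8 of GRCm38 from 123411424 to 123422015 and encodes a class of beta-tubulin. In melanoblast-like cells it had 164 UMIs in WT and 102 UMIs in KO, or 64.8 CPM (55.2 to 75.5) and 120.0 CPM (97.8 to 146), a log2 ratio of 0.89 (0.52 to 1.25). Under the alternatives this log2 ratio lay between 0.53, with each cell thinned to 2000 UMIs, and 1.33, with at least 500 genes per cell. Under that filter 56 of the KO cells stayed in the class, because the others fell into a cluster that went unnamed. In glial-like cells it had 67 WT and 92 KO UMIs, or 40.9 CPM (31.7 to 52.0) and 77.0 CPM (62.1 to 94.4), a log2 ratio of 0.91 (0.44 to 1.39). In the combined *Sox10*+ cells the log2 ratio was 0.78 (0.49 to 1.06). Mesenchymal-like cells had 6 WT and 10 KO UMIs, a log2 ratio of 0.27 (-1.33 to 2.02), and macrophage-like cells had 1 and 0.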

Increased expression of the *Tubb3* mRNA was also observed in scRNAseq DE analysis both in melanoblast and glial KO vs WT clusters (Tables S6–S9), demonstrating the specificity of these observations. When we examined a selection of H3 histone modifications, no changes were observed (Figure S3f,g). Also, consistent with data from mouse embryos (Figure 1f), knockdown of *Hira* had no significant effect on DNA synthesis as analyzed by expression of proliferating cell nuclear antigen (PCNA) and EdU pulse labelling, with no signs of cell death (Figure S3e,h,i).

**FIGURE 3:**
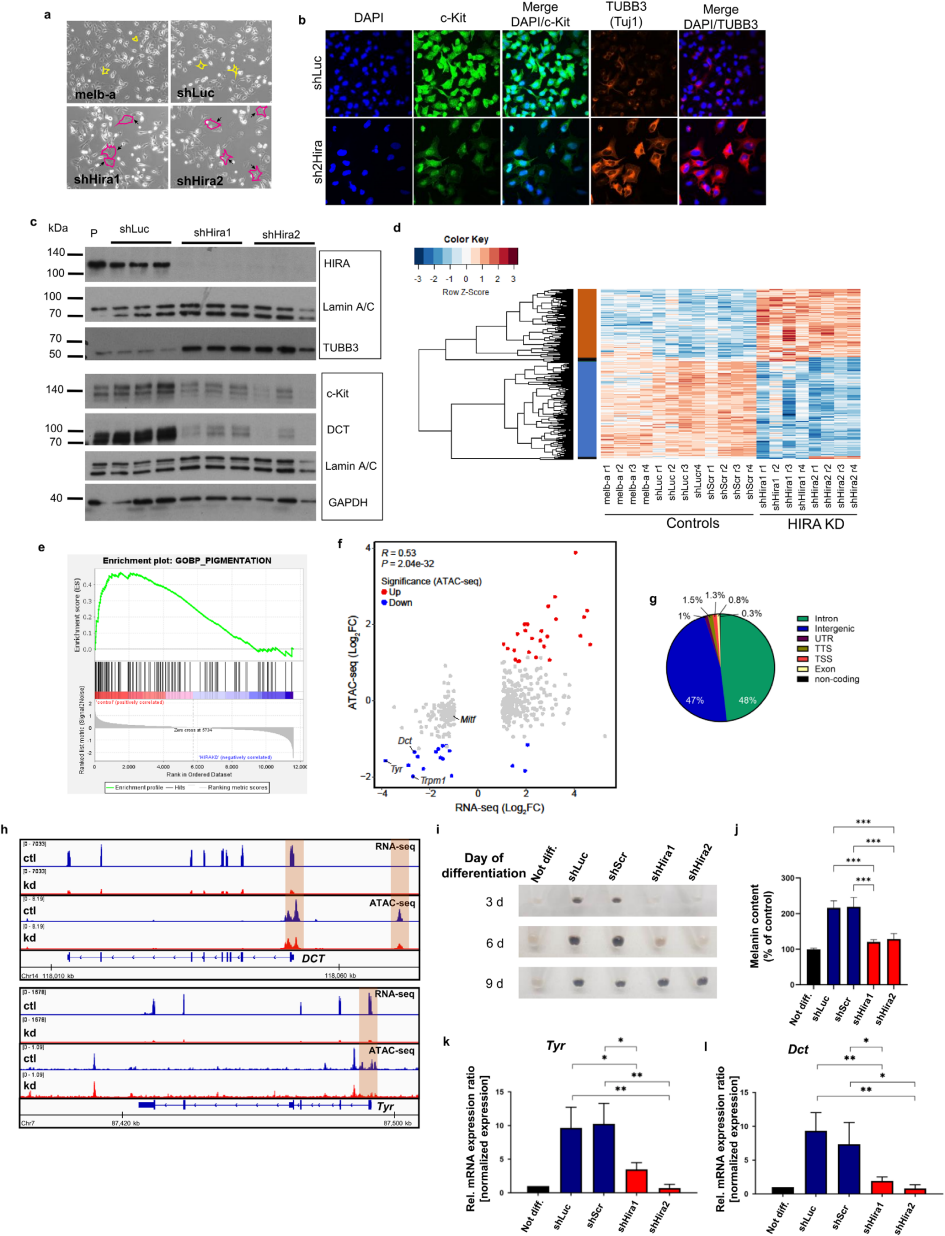
HIRA maintains lineage identity of melb‐a cells and is essential for their differentiation. (a) Brightfield images of representative melb‐a cells 1 week following infection with shHira1 and shHira2 lentiviral vectors, with shLuc as control. Three independent replicates each (three culture plates each infected separately). Uninfected (non‐drug‐selected) parental cells are labeled as melb‐a. Black arrows indicate enlarged cells (also traced in red) compared to parental and shLuc control (some cells traced in blue for comparison). Magnification 10×. (b) c‐KIT (green) and TUBB3 (red) immunofluorescence on melb‐a cells 10 days post‐infection. Scale bars: 25 μm. (c) Representative Western blots of HIRA, TUBB3, and the melanoblast‐specific proteins c‐KIT and DCT in lysates from shLuc, shHira1, and shHira2 melb‐a cells, three independent replicates each, 10 days following infection and drug selection. GAPDH and Lamin A/C were used as loading and sample integrity controls, respectively. Blots performed in the same gel or a re‐probed membrane are boxed together. Molecular weights were marked using Spectra multicolor broad range protein ladder. P: parental. (d) Heat map of RNA‐seq analysis of control (prental melb‐a, shLuc, and shScrambled) vs. shHira1 and shHira2 knockdown (KD) melb‐a cells. The cells were harvested 1 week after lentiviral infections, from *n* = 4 independent experiments. The cluster separates the differentially expressed genes by color with positive or negative row‐scaled Z‐scores represented in red and blue, respectively. (e) Gene set enrichment analysis (GSEA) revealed a decreased expression of pigmentation genes in HIRA KO melb‐a cells. Vertical bars refer to individual genes in the pigmentation gene set, and their position reflects the contribution of each gene to the enrichment score. (f) Dispersion plot showing the correlation between differential gene expression and differential ATAC peaks. (g) Genomic distribution of differently accessible ATAC peaks between both controls and shHIRA samples. (h) RNA‐seq and ATAC‐seq profiles in the genomic loci of DCT (upper panel) and Tyr (lower panel). (i) Timeline of pelleted melb‐a melanoblasts after 3, 6, and 9 days of differentiation, induced by NDP‐MSH, into melanocytes. Non‐differentiated cells were cultured in normal melb‐a growth medium and are indicated as not diff. (j) Melanin quantification of melb‐a cells after 4 days of differentiation as measured spectrophotometrically at 405 nm. (k, l) Quantitative real‐time PCR analysis of tyrosinase (k) and DCT (l) after 3 days of differentiation. Relative expression was normalized to the expression of GAPDH. Graphs show mean ± SD (*n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001).

To better understand the apparent loss of melanoblast identity caused by *Hira* knockdown, we performed bulk RNA sequencing (RNA‐seq) of melb‐a cell lines, shHira1 and shHira2, compared to controls, shLuc, shScrambled, and parental. Principal component analysis shows a clear separation of *Hira* knockdown samples from all controls (Figure 3j). Altogether, we identified 281 genes showing an upregulation in the *Hira* knockdown samples, whereas 379 genes were downregulated (Figure 3d, Table S10). Gene ontology analysis of upregulated genes showed enrichment of pathways associated with morphogenesis and migration, while GO analysis of downregulated genes included pathways related to pigmentation and myelination (Figure S3k). The observation of a dysfunctional pigmentation pathway was further confirmed by gene set enrichment analysis (GSEA) (Figure 3e). Using Ingenuity Pathway analysis (IPA) we identified the top upstream transcription regulators of dysregulated genes, namely *Mitf*, *Tp53*, *Tcf7l2*, *Ppargc1a*, *Smarca2*, *Srebf1*, and *Pdlim11* (Figure S3l). Genes expressing the master regulator of melanoblasts, MITF, along with TCF7L2, regulating the Wnt signaling pathway, were found to be suppressed upstream transcription factors. This suggests that both major pathways integral to melanocyte differentiation/melanogenesis were dysregulated. Mechanistically, these expression changes are likely caused by alterations in chromatin regulation. To identify how HIRA impacts chromatin structure, we performed an assay for transposase‐accessible chromatin sequencing (ATAC‐seq). In general, we observed a significant positive correlation between differential gene expression and differential ATAC‐seq signal (Figure 3f). This suggests a causative relationship between chromatin remodeling and the resulting gene expression. The chromatin accessibility of *Hira* knockdown samples indicated a higher number of downregulated peaks (8291) compared to upregulated peaks (5970) (Figure S3m). The genomic distribution of all differently accessible peaks showed that 95% are within introns and intergenic regions, and 1.3% are at TSS (Figure 3g). This suggests that HIRA regulates the chromatin structure of melanoblasts more widely than exclusively at TSS, for example at distal regulatory elements/enhancers consistent with previous reports (Tagami et al. 2004; Ahmad and Henikoff 2002; Ray‐Gallet et al. 2002; Morozov et al. 2023; Dunjić et al. 2023). Examining the genes encoding two of the main melanocytic markers, *Dct* and *Tyr*, we further demonstrated that decreased expression is associated with closed chromatin along the promoters and potential enhancers (Figure 3h). This observation was confirmed by another GO analysis of genes featuring decreased chromatin accessibility at TSS compared to the control samples, which once again identified pathways associated with pigmentation and melanogenesis (Figure S3n).

The RNA‐seq and ATAC‐sec data indicate that the loss of HIRA leads to the impairment of the identity of melb‐a cells as precursors to pigment cells. We therefore asked directly whether the ability of these cells to differentiate into pigmented melanocytes was impaired. To do this, differentiation was induced by NDP‐MSH hormone as described previously (Sviderskaya et al. 2001). Melb‐a cells growing in differentiation medium showed a time‐dependent increase in melanin accumulation (Figure 3i). However, we observed significantly reduced melanin levels in *HIRA* knockdown cells compared to those in the control cells after 4 days of differentiation (Figure 3j), although the levels were observed to be recovered by the 9th day (Figure 3i and Figure S3o). *Tyrosinase* and *DCT* expression levels of *Hira* knockdown samples were reduced concomitantly with the observed lack of melanin production (Figure 3k,l). These results indicate that differentiation or pigmentation is substantially impaired in melb‐a cells as a result of *Hira* knockdown. In conclusion, consistent with the in vivo data, these in vitro data show that HIRA is required for the proper development of the melanoblast lineage, and HIRA inactivation leads to an aberrant differentiation program.

### 2.3 Embryonic Knockout of *Hira* Does Not Affect the Distribution and Number of Melanocytes and McSC Function in Newborn Mice

In light of this clear impediment—but not block—to proper development of HIRA‐deficient melanoblasts, we next set out to understand the consequences for McSC and melanocytes in newborn mice and young adults. Surprisingly, given markedly impaired development of the melanoblast lineage during early embryogenesis, *TyrCre::Hira* ^*fl/fl*^ (HIRA KO) and *TyrCre::Hira* ^*wt/wt*^ (HIRA WT) pups showed only very slight loss of color of their first hairs, both in *TyrCreX* and *TyrCreB* models (Figure 4a), indicating the presence of near‐normally functioning melanocytes at this stage. To confirm *TyrCre*‐directed recombination efficiency in newborn mice, we used the tdTomato reporter system and found that DCT+ melanocytes in anagen HFs of postnatal day 10 (P10) pups uniformly and specifically expressed tdTomato (Figure 4b). In addition, as a functional readout for HIRA inactivation, we used immunofluorescence to assess the nuclear levels of H3.3. Interestingly, in HIRA WT mice, we observed marked enrichment of H3.3 specifically in DCT+ melanocytes and anatomical dermal papillae of hair bulbs, compared to other cells (Figure 4c). Both of these cell types are non‐proliferative (Driskell et al. 2011; Van Neste and Tobin 2004), consistent with DNA replication‐independent deposition of H3.3. However, enrichment in melanocytes was absent in HIRA KO melanocytes (Figure 4c and Figure S4a), but retained in dermal papillae, consistent with lineage‐specific HIRA inactivation in melanocytes and confirming a requirement for HIRA for deposition of H3.3 in these cells. Consistent with near‐normal hair coat color of HIRA KO mice (Figure 4a), immunostaining of melanocytic cells using anti‐DCT antibody confirmed a similar distribution and number of DCT+ cells between HIRA WT and HIRA KO in P1 and P10 pups (Figure 4d). Quantitation confirmed no significant difference in the mean number of melanocytes per anagen HF in P10 HIRA WT (6.24 ± 1 DCT+ cells, *n* = 3 pups) and HIRA KO (6.97 ± 1.6 DCT+ cells, *n* = 3 pups) (Figure 4e). We made similar observations in P1 pup skin using MITF and SOX10 immunostaining in consecutive sections to DCT stains (Figure 4f). Quantification of DCT+ cells in P1 pup skin, a mixture of melanoblasts in the epidermis and McSCs and differentiating melanocytes in newly forming HFs, also showed that their numbers per unit area (x10^−4^) were not significantly different between HIRA WT (3.2 ± 0.14, *n* = 3) and HIRA KO (2.9 ± 0.25, *n* = 3) skins (Figure 4g). Our observations in newborn mice were consistent following the first real anagen at 4 weeks of age (Figure S4b,c) where HIRA KO mice maintained their coat color and DCT+ cell distribution, with only a mild hypopigmentation, when compared to HIRA WT mice. Quantitation of melanin levels in the anagen hair bulbs of 10‐week‐old HIRA WT and KO mice, revealed a slight but significant decline in mean and minimum gray values for the HIRA KO mice, demonstrating a subtle yet measurable reduction in pigmentation (Figure S4d–f). In conclusion, we did not detect a marked effect of embryonic knockout of *Hira* in the melanocytic system on melanocyte number and distribution in newborn mice and young adults, aside from a very slight coat hypopigmentation.

**FIGURE 4:**
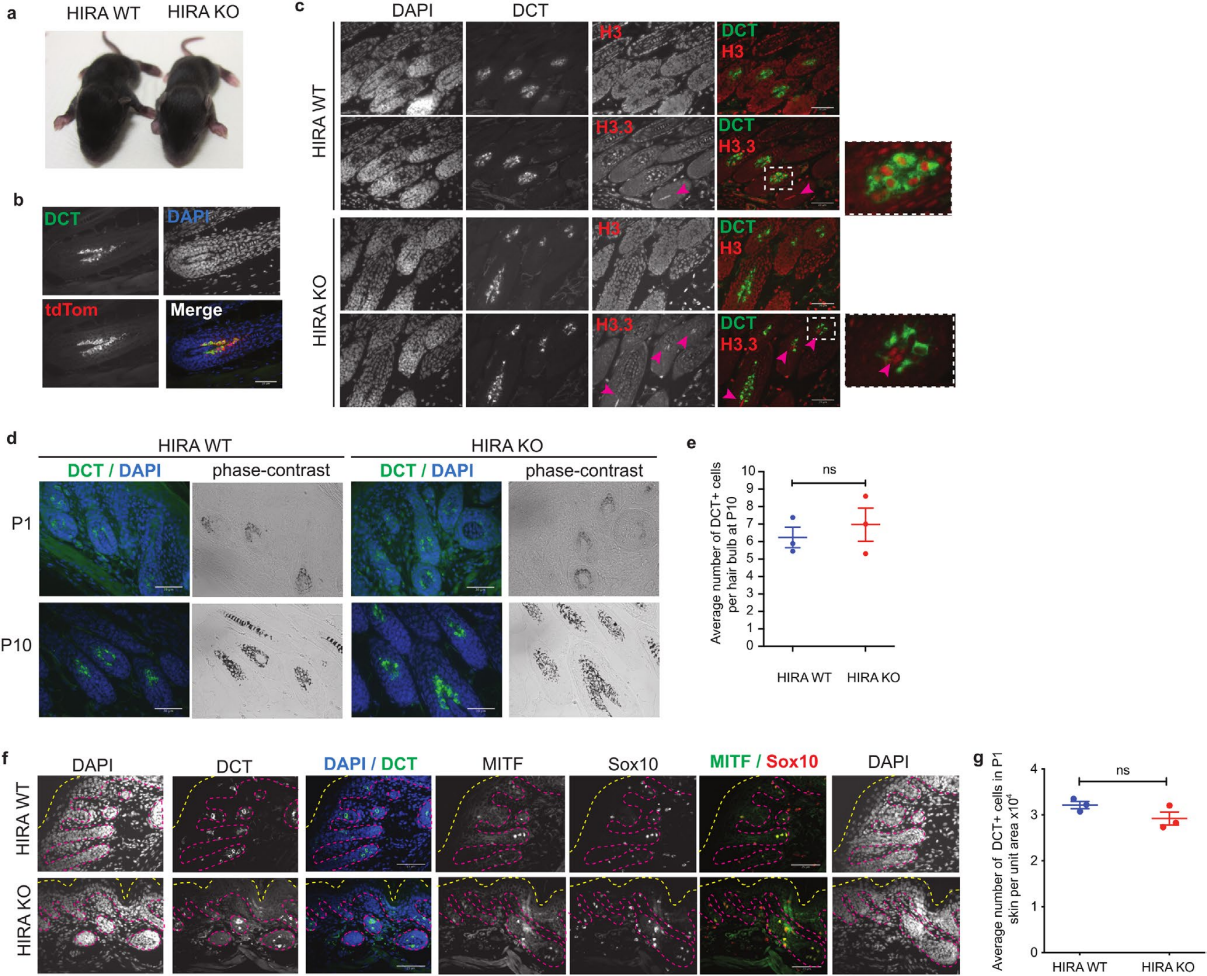
Knockout of *Hira* does not affect the distribution and number of melanocytes and McSC function in newborn and young adult mice. (a) Images of *TyrCre::Hira* ^*wt/wt*^ (HIRA WT) and *TyrCre::Hira* ^*fl/fl*^ (HIRA KO) P11 pups showing coat color of first hairs. (b) Efficient recombination in HIRA KO mice as shown by the overlapping expression of tdTomato (red), induced by Cre‐ recombinase, with DCT+ hair bulb melanocytes (green). Skin sections display hair at the anagen phase of pups at postnatal day 10 (P10). Scale bar: 20 μm. (c) Distinct expression of H3.3 (red) in specific cell types, including melanocytes (green) and dermal papillae (magenta arrow heads), in HIRA WT skin, as opposed to Histone H3 (red), which is more homogeneous in all skin cells. H3.3 staining in melanocytes is lost upon HIRA KO, but not in dermal papillae, while histone H3 expression remains unaffected. Skin longitudinal sections from P10 pups. Scale bar: 20 μm. (d) DCT (green)/DAPI (blue) immunohistochemistry and corresponding phase contrast images showing pigmented melanocytes in growing hair bulbs of HIRA WT and HIRA KO mouse skin at P1 and P10. Scale bars 20 μm. (e) Scatter dot plot showing the average number of melanocytes, measured by DCT positivity, in the hair bulbs from P10 HIRA WT and HIRA pup skin. *n* = 3 pups per genotype; *p* = 0.7. An average of 11–12 hair bulbs were counted pair sample. (f) Representative image of melanocytic distribution in HIRA WT and HIRA KO P1 skin using three melanocytic markers: DCT, MITF, and SOX10. DCT/DAPI and MITF/SOX10/DAPI images are taken from immunofluorescence done on consecutive paraffin sections. The outer layer of the epidermis is traced by a dotted yellow line. Basement membrane and hair follicles are traced by a dotted magenta line. Scale bar: 25 μm. (g) Quantification of DCT positive cells, displayed in (f), per unit area (pixel^2^) of a skin field of view at 20× magnification. *n* = 3 samples per genotype; *p* = 0.1. Scatter dot plot data in e and g were analyzed using an unpaired *t‐*test showing mean with ± SEM. ns: non‐significant (*p* > 0.05).

### 2.4 *Hira* Knockout Melanocytic Cells Fail to Respond to Proliferative Challenge

So far our results showed that newborn and young adult HIRA KO mice have seemingly normal functioning McSCs and similar numbers of melanocytic cells as WT mice, despite having reduced melanoblast numbers in earlier developmental stages. To better compare the phenotype and function of newborn WT and HIRA KO melanocytes, we isolated these cells from P1‐P3 pups and cultured them ex vivo, as previously described in a medium containing the mitogen tetradecanoylphorbol‐12‐acetate (TPA) (Woodham et al. 2017). While HIRA WT melanocytes, identified by pigment and DCT expression, showed steady growth over 3 weeks in culture, HIRA KO melanocytes, although attached to the culture plate, consistently failed to expand in number (Figure 5a). Moreover, after a 48 h pulse of EdU following 1, 2, or 3 weeks in culture, fewer HIRA KO melanocytes incorporated EdU compared to HIRA WT, consistent with their inability to expand in number (Figure 5a,b). This indicates a melanocyte functional defect in HIRA KO not previously observed in newborn and young adult mice in vivo, and only revealed when the cells are challenged to proliferate under ex vivo conditions after TPA administration.

**FIGURE 5:**
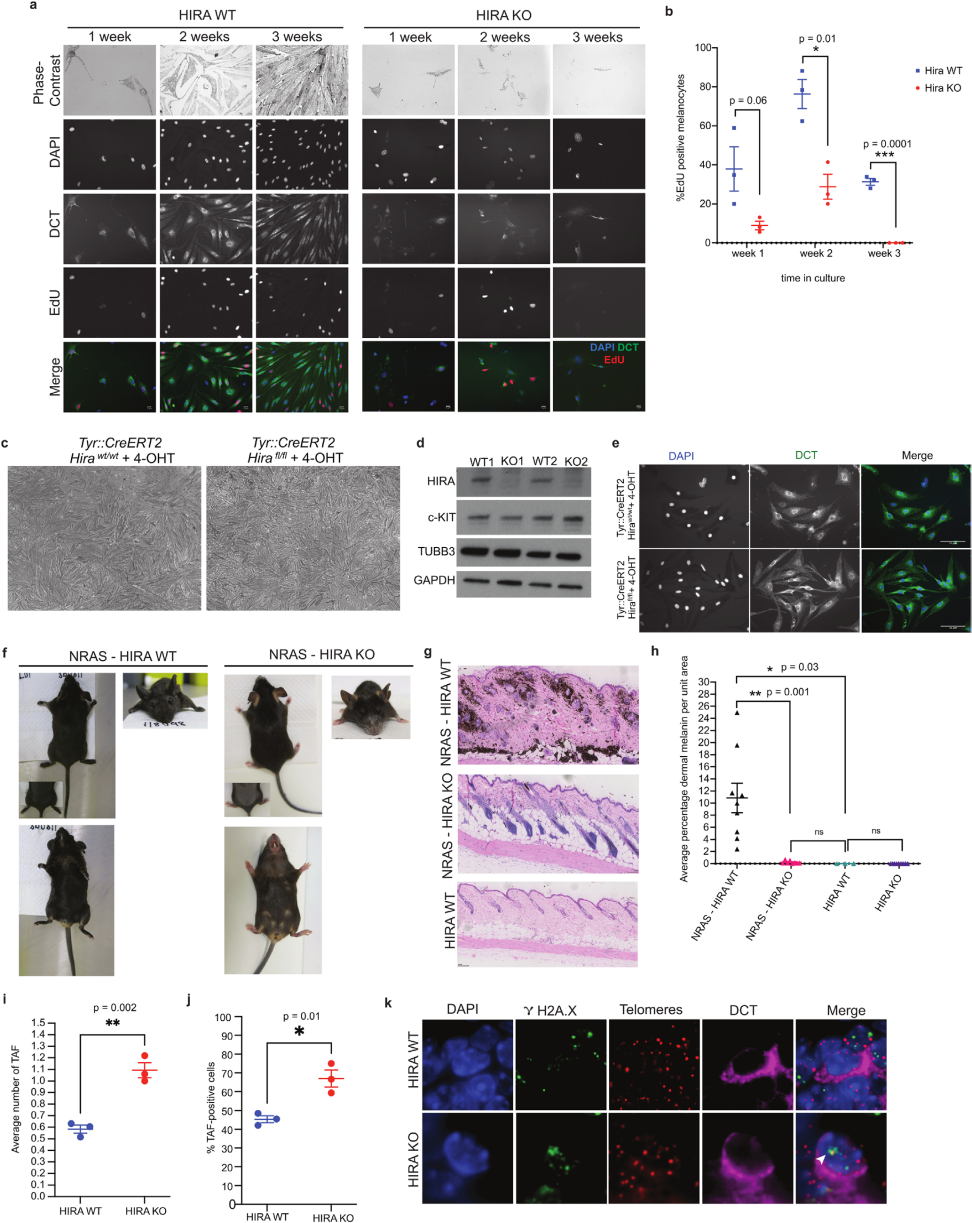
Increased TAF in HIRA knockout melanocytes and failure to thrive under stressful conditions. (a) Comparison of ex vivo growth of primary melanocytes cultured from back skin of *TyrCre::Hira* ^*wt/wt*^ (HIRA WT) and *TyrCre::Hira* ^*fl/fl*^ (HIRA KO) P3 pups at 1, 2, and 3 weeks following seeding. Melanocytes were identified both by pigment and DCT positivity (green). EdU positive nuclei (red) were used to quantify proliferation. Scale bar: 5 μm. (b) Scatter dot plots showing the percentage of EdU positive nuclei. Proliferation was assessed by measuring the percentage of EdU positive nuclei in melanocytes after a 48‐h EdU pulse. Cells were fixed at 1 week, 2 weeks, or 3 weeks post culture. Cells were not passaged during the study period. *n* = 3 independent biological replicates per genotype cultured from different pups. (c) Ex vivo melanocyte cultures from *TyrCreERT2* system with *Hira* ^*wt/wt*^ or *Hira* ^*fl/fl*^, obtained from P1 pups and induced with 4‐hydroxytamoxifen (4‐OHT) at the same time of seeding. Images were taken 3 weeks following culture and prior to any passage. (d) Western blot for c‐KIT and TUBB3 proteins in cells from (c) and biological replicates (WT1 and KO1 were littermates and WT2 and KO2 were littermates from a separate litter). (e) DCT immunofluorescence (green) of induced ex vivo *TyrCreERT2::Hira* ^*wt/wt*^ *and TyrCreERT2::Hira* ^*fl/fl*^ cells fixed after 2 weeks in culture. Scale bar: 25 μm. (f) Images of 5‐month‐old *TyrNras::TyrCre::Hira* ^*wt/wt*^ (NRAS‐HIRA WT) and *TyrNras::TyrCre::Hira* ^*fl/fl*^ (NRAS‐HIRA KO) mice displaying differences in the color of hair and skin of the snout, ears, chin, back, belly, feet, and tail. (g) H&E of longitudinal skin sections displaying difference in pigmentation among NRAS‐HIRA WT, NRAS‐HIRA KO, and HIRA WT skins. (h) Scatter dot plots showing the percentage of dermal melanin per unit area of skin. Quantification of skin melanization in the dermis was measured by calculating the percentage area covered in brown pigment using an ImageJ plugin designed for this purpose. Only the dermal region was quantified; hair follicles, fatty regions epidermis were excluded. Number of mice used for each genotype: NRAS‐HIRA WT, *n* = 9; NRAS‐HIRA KO, *n* = 8; HIRA WT, *n* = 3; HIRA KO, *n* = 10. (i) Average number of telomere‐associated DNA damage foci (TAF) in DCT positive cells (21–35 cells per sample) in P1 pup skins from three HIRA WT and three HIRA KO samples. k, Percentage of TAF positive melanocytes per genotype. j, Representative images of H2A.X immuno‐FISH (Green, H2A.X; red, telomeres) in the nuclei of melanocytes (magenta). White arrowhead: Co‐localization of H2A.X and telomeres indicating TAF. Scatter dot plot data in b, h, i, and j were analyzed using an unpaired *t‐*test showing mean ± SEM. ns: non‐significant (*p* > 0.05; *p < 0.05; **p < 0.01 and ***p < 0.001).

Interestingly, this proliferative defect was not observed when HIRA was inactivated postnatally. Conditional inactivation of *Hira* in vitro by the addition of 4‐hydroxytamoxifen (4‐OHT) to melanocytes isolated from *TyrCreERT2::Hira* ^*fl/fl*^ newborn mice had no observable effect on cellular growth (Figure 5c), in contrast to constitutive knockout melanocytes (Figure 5a). Moreover, the expression of Dct, c‐KIT and TUBB3 was not affected in induced *TyrCreERT2::Hira* ^*fl/fl*^ cells when compared to *TyrCreERT2::Hira* ^*wt/wt*^ cells under the same conditions (Figure 5d,e). Recombination and the loss of HIRA in *TyrCreERT2::Hira* ^*fl/fl*^ cells was confirmed by PCR and Western Blot (Figure S5a,d, respectively). This shows that the defect observed in postnatal constitutive HIRA KO *TyrCre::Hira* ^*fl/fl*^ melanocytes necessarily originates in embryonic melanoblasts.

In order to challenge proliferative capacity of the embryonic KO melanocytic cells in vivo, we used the *TyrNras* mouse model in which *Tyr*‐driven expression of an *Nras* ^*Q61K*^ oncogene leads to hyperpigmentation of the skin due to excessive postnatal proliferation of bulb melanocytes and their expansion into dermal regions of the skin (Ackermann et al. 2005). While the hyperpigmentation phenotype was observed as expected in *TyrNras::TyrCre::Hira* ^*wt/wt*^ (NRAS‐HIRAWT) mice, it was clearly suppressed in *TyrNras::TyrCre::Hira* ^*fl/fl*^ (NRAS‐HIRA KO) mice, as observed particularly in the snout, chin, ears, tail, feet and shaved skin (Figure 5f). Hematoxylin and eosin (H&E) stained longitudinal skin sections also showed that the dermal pigmentation observed in NRAS‐HIRA WT was not observed in NRAS‐HIRA KO mice (Figure 5f), and indeed in the latter dermal pigmentation was substantially and significantly reduced to levels similar to HIRA WT mice (Figure 5f–h and Figure S5b). The difference in distribution of DCT+ cells in NRAS‐HIRA KO cell compared to NRAS‐HIRA WT skin was be observed in pups as young as P10/11 where the loss of *Hira* suppressed the expansion of DCT+ cells into the dermis of the skin (Figure S5c). Our findings confirm that decreased pigmentation in NRAS‐HIRA KO compared to that in NRAS‐HIRA WT mice reflects the failure of HIRA KO cells to respond to NRAS‐induced proliferative challenge.

We reasoned that this impaired response of newborn HIRA KO melanocytes to proliferative challenge both in vitro and in vivo might reflect elevated molecular stress in these cells. Specifically, telomeric dysfunction is known to limit the proliferative capacity of cells (Lee et al. 1998; Wright and Shay 1992). Therefore, we examined a marker of telomere dysfunction, telomere‐associated DNA damage foci (TAF) (Victorelli et al. 2019), by measuring the number of H2A.X foci at telomeres in DCT+ cells of P1 pups. We found that the mean number of TAFs per DCT+ cell was 0.58 ± 0.06 in HIRA WT but was significantly higher in HIRA KO cells (1.09 ± 0.11) (Figure 5i). Moreover, the percentage of TAF+ DCT+ cells was also significantly higher in HIRA KO pups (67.01% ± 7.82%) than HIRA WT pups (45.35% ± 3.2%) (Figure 5j,k), indicating a correlation between impaired proliferative capacity and TAFs. Together, these data indicate that, despite their normal numbers and regenerative capacity in the first anagen, newborn HIRA‐deficient McSCs and melanocytes exhibit features of molecular stress and impaired proliferation potential when challenged both in vitro and in vivo.

### 2.5 HIRA Is Specifically Required During Embryonic Development for Melanocyte Stem Cell Maintenance in Adults and Suppression of Hair Graying During Aging

Prolonged McSC function and cyclical proliferation is necessary for maintenance of McSCs and regeneration of mature differentiated melanocytes through each hair cycle, and hence suppression of hair graying over the lifecourse (Nishimura et al. 2005). Based on our results, we hypothesized that HIRA‐deficient McSCs would be unable to perform these functions over the long term, despite the apparent normal function of the pigmentary system in newborn mice and young adults (Figure 4). Indeed, consistent with this idea, by 20 months old, naturally aged HIRA KO mice showed a strong premature hair graying phenotype with pigment loss most notable in the snout, belly and lower parts of the back (Figure 6a), with hair graying being gradual (Figure S6a).

**FIGURE 6:**
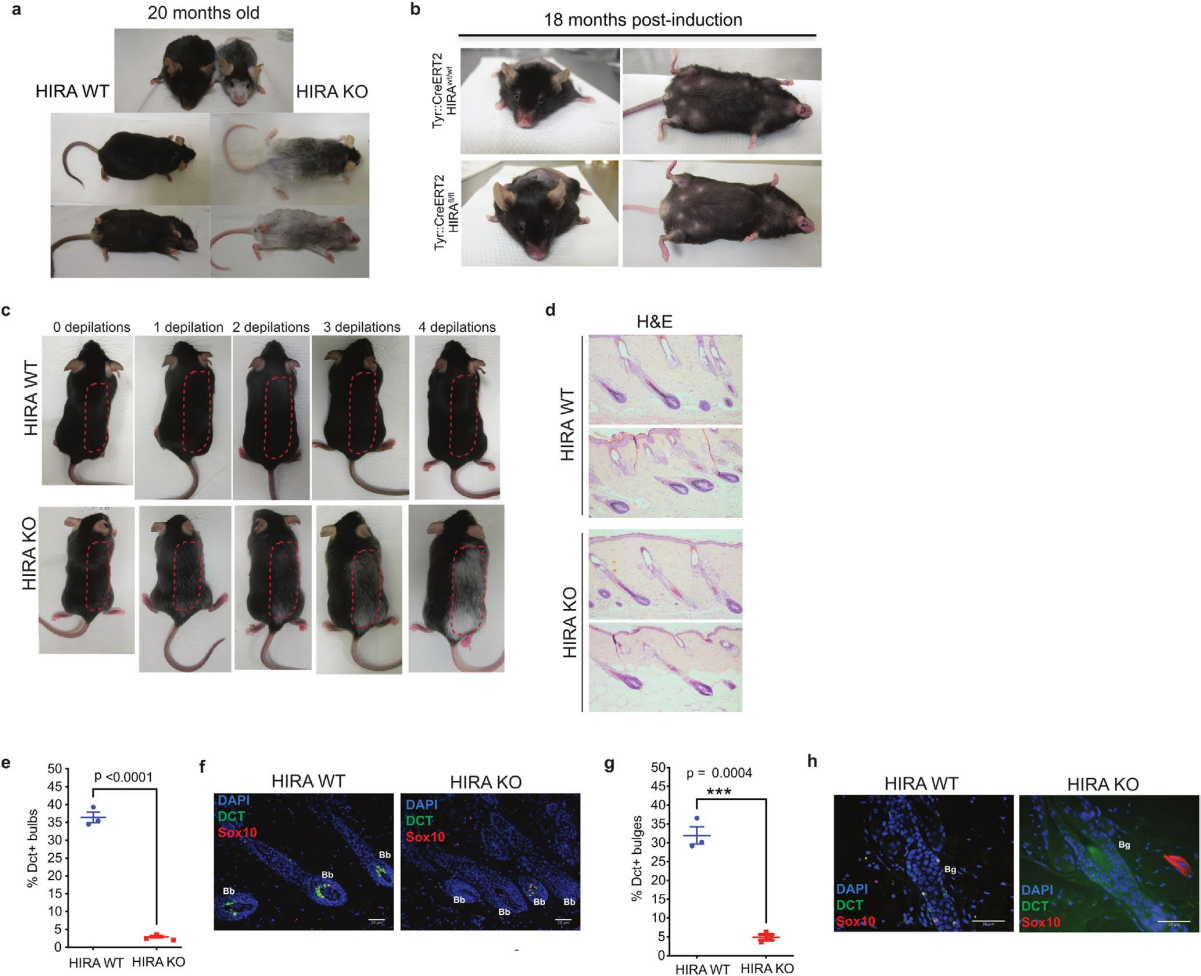
HIRA is required during embryonic development for McSC maintenance in adults and suppression of hair graying during aging. (a) Back, belly, and frontal images (top to bottom) of 20‐month‐old mice showing premature hair graying in *TyrCre::Hira* ^*fl/fl*^ (HIRA KO) mice as compared to *TyrCre::Hira* ^*wt/wt*^ (HIRA WT) mice which retained their dark coat color. (b) Representative images of *TyrCreERT2::Hira* ^*wt/wt*^ *and TyrCreERT2::Hira* ^*fl/fl*^ mice 18 months following tamoxifen induction at 6 weeks of age. Three mice per genotype were observed. (c) Progressive hair graying and loss of pigment in the depilated side of the back skin in HIRA KO mice, while HIRA WT mice retained hair pigment. Images were taken before the first depilation and after full hair growth following each round of depilation, usually every 3 weeks. Four rounds of depilation were performed in total over a 3‐month period, starting with 8‐week‐old mice; representative of *n* = 8 mice. (d) H&E stain of longitudinal skin sections from 13‐month‐old HIRA WT and HIRA KO mice. Skins were harvested 2 weeks following depilation to synchronize hair cycles. (e) Quantification of differentiated melanocytes in the skins of mice in (e) by measuring the percentage of DCT/SOX10 positive hair bulbs. A total of 220–230 anagen hair bulbs were counted per genotype; *n* = 3 mice each. (f) Representative images of hair follicles quantified in (e). Scale bar: 20 μm. (g) Quantification of McSC content in the same mice in (e). A total of 300–400 hair follicles (anagen and telogen phases) were counted for the presence of DCT/SOX10 positive cells in the bulge region. Scatter dot plot data in (e) and (g) were analyzed using an unpaired *t‐*test showing mean ± SEM. ***p < 0.001. (h) Representative images of bulges counted in (g). Scale bar: 20 μm.

Importantly, this premature hair graying phenotype was not observed even 18 months after *Hira* inactivation by 4‐OHT administration to 6‐week‐old conditional KO *TyrCreERT2::Hira* ^*fl/fl*^ mice (Figure 6b). In this case, recombination was confirmed, both in McSCs and melanocytes, by tdTomato expression (Figure S6b,c). This is consistent with the results obtained from ex vivo culture of embryonic KO *TyrCre::Hira* ^*fl/fl*^ and postnatal KO *TyrCreERT2::Hira* ^*fl/fl*^ cells, showing that the ex vivo proliferative defect and the premature hair graying in vivo both depend on embryonic KO of Hira.

To directly probe the function of adult McSCs derived from constitutive/embryonic melanoblast Hira KO, we performed sequential rounds of depilation beginning on HIRA WT and KO mice at 8 weeks of age. Indicative of a McSC functional defect, HIRA KO mice showed progressive but marked hair graying over 4 cycles of depilation (Figure 6c). The effects of depilation were particularly marked in older mice. We aged HIRA WT and KO mice to 13 months and then again challenged the McSCs by depilation. Coat color of these mice exhibited signs of a premature hair graying phenotype after only 1 cycle of depilation (Figure S6d), and H&E longitudinal skin sections showed loss of pigment in HIRA KO anagen HFs compared to HIRA WT (Figure 6d). We quantified differentiated melanocytes and McSCs in these 13 month old mice, identified by DCT and SOX10 positive cells in the hair bulb and bulge, respectively. Strikingly, while in HIRA WT mice 36.4% ± 2.5% of hair bulbs contained melanocytes, only 2.95% ± 0.6% of hair bulbs contained melanocytes in HIRA KO mice (Figure 6e,f). Moreover, the percentage McSC‐containing bulges of telogen and anagen HFs of HIRA KO mice was 4.9% ± 1.3%, significantly lower than that in in HIRA WT mice (32% ± 4%) (Figure 6g,h). We did not find evidence for premature differentiation, a cellular phenotype of McSC aging (Nishimura et al. 2005), in the remaining McSCs in HIRA KO hair bulges, as these cells were neither pigmented nor expressed high levels of MITF, which is generally upregulated with melanocyte differentiation (Figure S6e–g). Our results indicate that HIRA is required during embryonic development for McSC maintenance and suppression of hair graying during aging.

## 3 Discussion

Previous human observational studies have shown that environmental conditions during embryonic development, such as a mother's nutrition or exposure to toxins, can have long‐term effects on the health and aging of the offspring (Gluckman et al. 2008). Studies in model organisms also suggest that normal variations in embryonic development can influence adult longevity (Rea et al. 2005; Shindyapina et al. 2022). Consistent with these previous observations, we showed in this study that a specific developmental abnormality occurring in utero results in barely perceptible defects at birth and young adulthood but marked deficiencies under stress and/or during aging. Specifically, the knockout of the gene encoding histone chaperone HIRA in migratory neural crest cells had a strong impact on melanoblast numbers early in mouse embryonic development, although the melanocytic cell number recovered by birth and the function of melanocyte stem cells appeared normal in young adults. However, these cells failed to respond to growth signals under stress, and later in adult life, McSCs were prematurely depleted, and hair pigment was prematurely lost.

Our data in the melanocytic lineage, both in vitro and in vivo, support the essential role of HIRA for normal cell differentiation and development. Previous studies have shown that HIRA is required for gastrulation, patterning of mesoendodermal cells, and embryonic viability (Roberts et al. 2002; Szenker et al. 2012), and proper differentiation of ES cells (Banaszynski et al. 2013), muscle cells (Esteves de Lima et al. 2021; Yang et al. 2011), hematopoietic cells (Chen et al. 2020), neurogenesis (Li and Jiao 2017), and oogenesis (Nashun et al. 2015). Extending these observations, we show here that HIRA is required for normal embryonic development of SOX10+ melanoblasts and expression of melanocytic genes, *Dct* and *Mitf*. In HIRA KO mice, a decrease in SOX10+ melanoblasts was accompanied by a reciprocal increase in mesenchymal‐like cells, including an abnormal population with features of EMT, perhaps indicative of a switch from a melanoblast to a mesenchymal‐like phenotype. Consistent with this idea, other studies have previously shown a switch of melanocytic to mesenchymal lineages, particularly on downregulation of SOX10 (Lionarons et al. 2019; John et al. 2011), as is observed here. HIRA has been shown to physically interact with PAX3, a transcription factor known to play an essential role in melanoblast specification (Magnaghi et al. 1998). Whether the role of HIRA in the melanocytic lineage is dependent on H3.3 deposition or interaction with other proteins is a crucial question for future studies. At this time, our observations in P10 HFs in which H3.3 abundance is reduced in HIRA KO compared to HIRA WT indicate that HIRA's role in the melanocytic lineage is likely connected to H3.3, and that DAXX, another H3.3 histone chaperone (Choi et al. 2024), does not compensate for HIRA loss. HIRA is known to be involved in H3.3 deposition in euchromatin, such as actively transcribed gene bodies and regulatory elements, while DAXX governs H3.3 deposition in heterochromatin, such as pericentromeres, retrotransposons, and subtelomeric regions (Goldberg et al. 2010). Similarly, our observations in melb‐a cells indicate that HIRA orchestrates chromatin accessibility at TSS and other sites, and therefore, it is likely that the HIRA KO phenotype is caused by H3.3 depletion, similar to its role in skeletal muscle lineage (Esteves de Lima et al. 2021). Subsequently, these chromatin changes lead to transcriptomic alterations that push the melb‐a cells into an altered cellular state in which differentiation stimuli cause delayed pigmentation.

Despite the consistent decrease in the number of melanoblasts in E11.5–E15.5 HIRA KO embryos, newborn and young HIRA KO mice exhibited essentially normal numbers of melanoblasts, McSc, and melanocytes, normal pigmentation, and normally functioning McSC. Consistent with this, the melanoblast deficit in embryos showed a trend to a decrease from E11.5 to E15.5, although this was not significant, at least with these cohort sizes. There are several possible mechanisms by which melanoblasts might recover their numbers during late embryogenesis. First, HIRA KO melanoblasts could compensate for their reduced number during early embryogenesis by increased proliferation in late embryogenesis. However, at E13.5 and E15.5, there was no difference in BrdU incorporation in WT and HIRA KO melanoblasts, suggesting that this is likely not the case, although we cannot exclude a late proliferative burst. Second, HIRA KO melanoblasts might compensate for their reduced number during early embryogenesis by decreased apoptosis in late embryogenesis. Consistent with this possibility, during normal embryogenesis, a proportion of melanoblasts is culled by developmental apoptosis, ~0.5%–1% melanoblasts at E12.5 (Wehrle‐Haller et al. 2001; Silver et al. 2013). Third, HIRA KO mesenchymal‐like cells might undergo a compensatory reversion back to melanoblasts, perhaps because the initial switch to the mesenchymal program is incomplete. Consistent with this third possibility, the HIRA KO mesenchymal‐like population contains a population that is distinct from HIRA WT and expresses genes indicative of EMT, perhaps suggesting only an immature “meta‐stable” mesenchymal‐like phenotype (Nieto et al. 2016). Fourth, the Schwann cell precursors could also contribute to the compensation mechanism by differentiating into melanocytes in late embryogenesis (Adameyko et al. 2009). Future studies will investigate the molecular and cellular mechanisms underlying the recovery of melanoblast numbers during late embryogenesis, perhaps with the use of a reporter system that is more specific to melanoblasts, such as Dct‐GFP (Marie et al. 2020).

Despite superficially normal numbers, phenotype, and function of melanocytic cells in newborn and young adult mice, several lines of evidence show a functional deficit in HIRA KO melanocytic cells. First, in ex vivo assays, HIRA KO cells from newborn mice are unable to proliferate and differentiate into pigmented melanocytes. Second, KO of *Hira* suppresses the hyperpigmentation of *TyrNRasQ61K* mice, which we and others have previously shown is due to a marked postnatal proliferative expansion to generate an abnormal abundance of pigmented melanocytes in the dermis (Ackermann et al. 2005; Pawlikowski et al. 2013). Third, adult HIRA KO mice turn prematurely gray after repeated rounds of depilation or physiological aging, accompanied by depletion of McSCs. Together, these results suggest that HIRA KO melanocytic cells, melanoblasts, and McSCs are impaired in their ability to sustainably proliferate and/or self‐renew when challenged. Importantly, this phenotype depended on embryonic inactivation of *Hira*, suggesting that the defect reflects aberrant programming during early stages of lineage development and/or is accumulated during embryogenesis. There are at least two likely explanations for this. First, DCT+ cells from HIRA KO P1 neonates contained significantly more TAFs than those from WT mice. This may result from increased proliferation, and hence telomere erosion and/or uncapping, during late embryogenesis as the HIRA KO melanoblasts recoup their numbers. Regardless of their origin, TAFs are often associated with cell senescence and aging (Victorelli et al. 2019; Ogrodnik et al. 2017; Anderson et al. 2019; Herbig et al. 2006; Hewitt et al. 2012, 2016; Birch et al. 2015; Fumagalli et al. 2012), including in skin melanocytes (Victorelli et al. 2019). Therefore, the TAFs in neonate and young adult melanocytic cells might limit their proliferative/self‐renewal capacity, ultimately leading to McSC exhaustion and premature hair graying. Second, histone H3.3, and by extension HIRA, is implicated in epigenetic memory through cell division (Bano et al. 2017; Ng and Gurdon 2008; Szenker et al. 2011). Therefore, defects in HIRA‐mediated histone H3.3 deposition during embryo development may translate into “silent” epigenetic defects in newborn mice, but progressive defects in epigenetic memory, gene expression, and cell fate determination through sequential rounds of cell division during adulthood, and hence premature loss of McSCs and hair graying. Consistent with this model, hair bulb melanocytes are particularly enriched in histone H3.3, suggesting a specialized function for histone H3.3 in melanocytes. Because Schwann cell precursors from the SOX10+ glial lineage have been shown to give rise to melanocytes in adult mouse skin (Adameyko et al. 2009), and because we showed that the loss of HIRA in the *Tyr‐cre* system that we used (Delmas et al. 2003) affected the entire SOX10+ population, it is also possible that the progressive premature hair graying in aging mice was exacerbated by this defect in SOX10+ cells (Zhang et al. 2020). Future studies will test these possible mechanisms of adult McSC depletion.

In sum, these studies reveal a role for HIRA in proper differentiation and development of mouse embryo melanoblasts. These results also demonstrate that significant abnormalities in embryonic development can be superficially normalized by birth, only to manifest in later life as defects in the maintenance of adult tissue function. These results highlight the potential connections between proper in utero development of tissue stem and progenitor populations and phenotypes characteristic of late‐life healthy aging.

## 4 Methods

### 4.1 Mice

*Hira* ^*fl/fl*^, *TyrCreA*, *TryCreB*, and *TyrCreERT2* mice were C57Bl/6. *TryCre::Hira* ^*fl/fl*^ mice were generated by crossing *Hira* ^*fl/fl*^ (Rai et al. 2014) with *TyrCre* (Delmas et al. 2003) mice. They were then crossed with either *DCT::LacZ* (Mackenzie et al. 1997), *LSL‐tdTomato* (Madisen et al. 2010), or Tyr‐*N‐RAS* ^*Q61K*^ (Ackermann et al. 2005) reporter mice for melanoblast or melanocyte tracking experiments. For the conditional knockout of *Hira*, embryo experiments were performed with mice carrying the *TryCreB* allele, whereas all postnatal experiments were done with mice carrying the *TryCreA* allele, for which only males were studied. Mice were genotyped both by PCR analysis and Transnetyx (www.transnetyx.com). Test and littermate controls were used in all embryo experiments and many other experiments. *TyrCreERT2* mice (Dhomen et al. 2009; Yajima et al. 2006) were induced by applying 2 mg/mL of Tamoxifen (Sigma) on the shaved back skin of 6‐weekweek‐old mice once a day for 5 consecutive days. Depilation of back skin hair of adult mice was performed using Veet Easy‐Gelwax strips under short anesthesia with isoflurane. All experiments were carried out under the UK Home Office guidelines at the CRUK Scotland Institute biological services and research units.

### 4.2 Fluorescence Immunohistochemistry

Shaved back skin from postnatal mice was fixed with 10% neutral buffered formalin (NBF), embedded in paraffin, and then cut longitudinally along the direction of hair growth. Embryos were harvested after a 2 h BrdU (Sigma GERPN201) pulse to the mother, then fixed in 10% NBF overnight (ON) and transversally cut and embedded back to back in paraffin with heads or tails down. For immunohistochemical (IHC) staining, paraffin sections were dewaxed in xylene (2 x 5 min), then rehydrated in serial ethanol washes (2 x 100%, 95%, and 70%), 2 min each, followed by 5 min in water. Antigen retrieval was performed by boiling the samples in target retrieval solution (Dako S1699), pH = 6, for 25 min, followed by slow cooling at room temperature (RT). After rinsing in water, blocking solution (1% bovine serum albumin (BSA, ThermoFisher Scientific BPE1605‐100) and 5% donkey serum (Sigma D9663) in PBS) was added to tissue sections for 1 h at RT, followed by ON incubation in a closed humid box at 4°C with primary antibodies (Table S11) diluted in blocking solution containing 0.5% Tween‐20 (Sigma P7949). The following day, tissue sections were washed 2  × 5 min with 0.5% Tween‐20/PBS (TPBS), then incubated with secondary antibodies (Table S12) diluted 1/500 in blocking solution with 0.5% Tween‐20 for 40 min in the dark at RT. They were then washed 2 x 5 min with TPBS, stained with 1 μg/mL DAPI (Sigma 9542) and mounted in ProLong gold antifade (ThermoFisher Scientific P36934). Most images were taken using a Nikon Eclipse 80i microscope fitted with a Hamamatsu ORCA‐ER digital camera (C4742‐80) or Nikon A1R confocal microscope.

### 4.3 Immuno‐FISH (TAF Assay)

For FFPE tissues, immunohistochemistry was carried out following an overnight incubation with rabbit monoclonal anti‐γH2AX (1:200, 9718; Cell Signaling); sections were incubated with a goat anti‐rabbit biotinylated secondary antibody (1:200, PK‐6101; Vector Labs) for 30 min at room temperature. Following three PBS washes, tissues were incubated with avidin DCS (1:500, SA‐A‐2011‐1; Vector Labs) for another 30 min at room temperature. Sections were then washed three times in PBS, blocked for 1 h, and incubated overnight with DCT (goat, Santa Cruz sc‐10,451, 1:200); sections were washed three times with PBS, then incubated for 1 h with a donkey anti‐goat 647 (1:1000, Catalog # A‐21447, Invitrogen) followed by three PBS washes and cross‐linked by incubation in 4% paraformaldehyde in PBS for 20 min. Sections were washed in PBS three times and then dehydrated in graded cold ethanol solutions (70%, 90%, 100%) for 3 min each. Tissues were then allowed to air‐dry prior to being denatured in 10 μL of PNA hybridization mix (70% deionized formamide) (Sigma), 25 mM MgCl_2_, 1 M Tris pH 7.2, 5% blocking reagent (Roche) containing 2.5 μg/mL of Cy‐3‐labeled telomere‐specific (CCCTAA) peptide nucleic acid (Panagene), then denatured for 10 min at 80°C and incubated for 2 h at room temperature in a dark‐humidified chamber to allow hybridization to occur. Sections were washed in 70% formamide in 2× SCC for 10 min, followed by a wash in 2× SSC for 10 min, and a PBS wash for 10 min. Tissues were then mounted using ProLong Gold Antifade Mountant with DAPI (Invitrogen). Sections were imaged using in‐depth Z stacking (a minimum of 40 optical slices with 63× objective) followed by Huygens (SVI) deconvolution.

### 4.4 X‐Gal Staining of Embryos

Embryos carrying the *DCT::LacZ* reporter gene were harvested at E11.5, E13.5, or E15.5, fixed in ice‐cold 0.25% glutaraldehyde for 30 min, and stained as previously described (Woodham et al. 2017). In brief, embryos were washed in ice‐cold PBS and then permeabilized in a solution containing 0.02% NP‐40, 2 mM MgCl_2_, and 0.01% sodium deoxycholate in PBS for 30 min at RT. Embryos were then stained with X‐gal solution containing 1 mg/mL X‐gal (Promega V3941), 0.01% sodium deoxycholate, 0.02% NP‐40, 5 mM K_4_Fe(CN)_6_, and 5 mM K_3_Fe(CN)_6_ for 3 nights (E15.5 and E13.5 embryos) or overnight (E11.5 embryos) at 4°C, rotating in the dark. Stained embryos were then washed in PBS, post‐fixed in 10% NBF ON at 4°C, and then stored in 70% ethanol. Images were taken using a Zeiss Stemi 2000‐C dissection microscope fitted with a Canon EOS Rebel 1000D camera, and stained cells were quantified using ImageJ.

### 4.5 tdTomato Positive Cell Sorting and Single‐Cell RNA Sequencing

Embryos carrying tdTomato reporter were harvested at E15.5 and assessed for tdTomato positivity under a fluorescent microscope. Skin pieces from ears and tail were used for genomic DNA extraction and PCR analysis to determine *Hira* ^*fl*^ recombination using two forward primers 5AATGGTGCTTGCT TTTGTGG3′ and 5′TGAAGGTATGGAGGACGCTG3′ and one reverse primer 5′GCATTAC TTAATCCCCAGATGC3′. Embryos were washed in ice‐cold HBSS. Heads, limbs, and tails were cut off and trunk skin was peeled using a scalpel and forceps on the lid of a Petri‐dish on ice. Individual skins were rinsed in HBSS then cut and digested in 300 μL of 0.2 U/mL dispase (ThermoFisher Scientific 17105–041) and 0.5 mg/mL DNaseI (Sigma DN25) in HBSS for 45 min at 37°C. Ice‐cold 5 mM EDTA/PBS was then added to skin suspensions up to a volume of 1 mL to stop the digestion. The mix was passed through 18G followed by 21G needles for full dissociation, then filtered through pre‐wet 50 μm filter membranes (Sysmex 04–0042‐2317) into FACS tubes on ice. Cell suspensions were centrifuged at 300 *g* for 5 min at 4°C and then resuspended in 500 μL sorting buffer (1% FBS, 5 mM EDTA and 25 mM Hepes in PBS). For sorting, at least one tdTomato^+^ *Hira* ^*wt/wt*^ and one *Hira* ^*fl/fl*^ individual skins from the same litter were used. tdTomato^−^ skins were used as negative control for gating. 1 μg/mL of DAPI was used as dead cell marker prior to sorting. tdTomato^+^ live cells were sorted using a BD FACSAria sorter, and 12000–20000 cells were collected per skin piece, corresponding to 1%–2% of the whole cell suspension. Approximately 7000–10000 cells were used for single‐cell RNA isolation, cDNA synthesis, and library preparation according to Chromium protocol (10× Genomics Chromium Single‐Cell 3′ Reagent kits 120237, 120236, and 120267). Libraries per experiment were pooled and sequenced on Illumina Hi‐Seq4000. Table S13 shows details of the three WT and three KO biological replicates from three different embryos per genotype used for scRNAseq analysis. WT1 and KO1 are littermates and were processed simultaneously and pooled in the same sequencing lane. WT2, WT3, and KO2 were littermates, and KO3 was from a separate litter but had a simultaneous plug mating as the other three samples. The last four samples were processed simultaneously and sequenced in the same lane.

### 4.6 scRNAseq Analysis Method

Initial data processing was performed using Cellranger version 2.2.0 (10× genomics). A novel mm10 reference genome was created that included tdTomato and Cre sequences using protocols provided by 10× genomics, then count matrices of scRNAseq reads from each individual sample were created using this custom reference genome and the Cellranger “count” function. All six samples were then combined into one experiment using the Cellranger “aggr” function with the setting –normalize = mapped. Next, a counts matrix was created using the R packages dplyr and Seurat (Satija et al. 2015), and filtered such that genes expressed in at least three cells, and cells with at least 100 expressed genes, were retained. The final matrix contained data for 18,090 genes across 18,453 cells, and was annotated with the sample ID, genotype and sex. To create feature plots, Seurat was used as follows. Firstly, the counts matrix was filtered to exclude cells with more than 40,000 UMIs and more than 10% mitochondrial genes. The data were then log‐normalized, variable genes were identified using a logVMR dispersion function, and the data were scaled. Dimension reduction was performed using the “RunPCA” and “RunTSNE” functions, and feature plots were created using the “FeaturePlot” function. Clusters were mapped to cell types using gene expression profiles.

Differential expression analysis of WT vs KO cells in the total cell population and the indicated subsets was performed using The R packages Scater, Scran and MAST (McCarthy et al. 2017; Finak et al. 2015). Briefly, the annotated, filtered counts matrix was converted to a SingleCellExperiment object and then filtered to remove outliers based on the number of median absolute deviations (nmads) from the median as follows: cells with total counts more than 3 nmads from the median, cells with total features more than 4 nmads from the median, and cells with mitochondrial content more than 4 nmands from the median were dropped. Genes with an average expression < 0.1 across all cells were then dropped. The resulting matrix (5985 cells by 5053 genes) was then normalized using the “computeSumfactors” function, and variable genes were identified using a gamma‐distributed GLM. Expression from the 4485 highly variable genes were then correlated, and hierarchical clustering performed using Ward's clustering criterion. Gene expression in the resulting clusters was used to identify the indicated cell populations, and the dataset was trimmed to contain only subsets of clusters, as appropriate. Differential expression analysis was performed using a zero‐inflated regression model from the package “MAST,” and the most significantly changed genes were noted.

### 4.7 Melanoblast Quantification From tdTomato Populations

tdTomato+ skin cell suspensions from E15.5 embryos were prepared and genotyped as described above. After digestion and the initial filtering step, cells were pelleted then resuspended in 2 mL ice‐cold staining solution (0.5% BSA/PBS) and counted using a hemocytometer. Cells were pelleted and resuspended in 200 μL of staining solution, and 1 μL of Fc block (BD Biosciences 553,142) was added per tube for 10 min on ice. In addition to tubes corresponding to individual skins from WT and KO, controls were prepared corresponding to tdTomato‐ cell suspension (unstained), BV711 FMO (fluorescence minus one), and tdTomato FMO. BV711 conjugated CD117 (c‐kit) antibody (BioLegend 105,835) was added to cell suspensions corresponding to WT, KO, and tdTomato FMO tubes at 1 μg per million cells. An additional control corresponding to isotype control (BD Biosciences 563,045) was also used. Cells were incubated with antibodies in the dark for 30 min on ice. 1 mL of staining solution was added per tube, and the cells were pelleted and resuspended in sorting solution for FACS analysis as described above. BV711 positive cells within the tdTomato population corresponded to melanoblasts. Flow cytometry was performed using BD FACSAria. FlowJo was used for gating and cell quantification (Figure S1).

### 4.8 Plasmids, Transfections, and Viral Infections

LRMIP‐shHira1 and LRMIP‐shHira2 (Rai et al. 2014) were used to knock down *Hira* in melb‐a cells, with pLRMIP‐shluc used as a control. Lentiviruses were produced by transfecting 293 T cells with 20 μg of hairpin plasmids, 8 μg of psPAX2 (Addgene), and 4 μg of pLP/VSVG (Invitrogen) using lipofectamine 2000. Following 6 hours, the transfection medium was replaced with fresh culture medium (DMEM containing 10% FBS and 2 mM L‐glutamine). Virus‐containing supernatants were collected 24 h and 48 h following transfections and were used to infect melb‐a cells supplemented with 8 μg/mL of polybrene (Millipore TR‐1003‐G) ON at 37°C. Successfully infected cells were selected using 1 μg/mL of puromycin (Invivogen ant‐pr) in melb‐a culture medium.

### 4.9 Melb‐a Culture, Differentiation, and Melanin Quantification

Melb‐a line (Sviderskaya et al. 1995) was cultured in RPMI medium (Gibco) containing 10% FBS, 2 mM of L‐glutamine, 25 U/mL of penicillin, 25 μg/mL of streptomycin, 20 ng/mL of stem cell factor (SCF) (Sigma S9915), and 40 pM of fibroblast growth factor 2 (Fgf2) (Sigma SRP4038). Cells were grown at 37°C with 5% CO_2_ and passaged when reaching an 80%–90% confluency. Differentiation was induced 24 h after lentiviral transduction using DMEM supplemented with 10% FBS, 2 mM of L‐glutamine, 25 U/mL of penicillin, 25 μg/mL of streptomycin, 200 nM of TPA, and 1 nM of NDP‐MSH. The infected cells were selected using 1 μg/mL of puromycin. The melanin content after 4 days of differentiation was determined spectrophotometrically. In brief, 5 × 10^5^ cells were pelleted and solubilized in 1 mL of 1 N NaOH/10% DMSO for 2 h at 80°C. Samples were centrifuged at 12,000 *g* for 10 min, and the supernatants were transferred to a new tube. The absorbance of the supernatants was measured at 405 nm using a microplate reader. The melanin content was calculated relative to the non‐differentiated melb‐a control cells.

### 4.10 RNA Sequencing and Analysis

RNA was extracted from cells using TRIzol and Direct‐zol RNA MiniPrep Plus kit (Zymo R2072). The quality of RNA was assessed using Tapestation from Agilent Technologies. RNA‐seq libraries were prepared by the Genomics Core at SBP Medical Discovery Institute, La Jolla, following standard Illumina protocols. Poly‐A RNA sequencing was conducted on the Illumina NextSeq500 platform with ~30 million reads per sample.

The code used for the analysis of RNA‐seq data and for the generation of graphs is publicly available (Berry Alexander et al. 2021). In brief, raw fastq files were aligned to mm10 using the Kallisto pipeline. EnsemblDB was used to annotate data, edgeR to normalize read counts, and Limma to determine differentially expressed genes (DEGs). GO analysis for RNA‐seq was performed using ShinyGO (Ge et al. 2020).

### 4.11 ATAC‐Seq

The assay for transposase‐accessible chromatin sequencing was performed using Active Motif's ATAC‐seq kit. In total, 100 000 fresh cells after selection were tagmented as previously described (Buenrostro et al. 2013). Samples were lysed in ATAC‐seq lysis buffer, tagmented, and processed for library generation and purification. The samples were sequenced by the Genomics Core at SBP Medical Discovery Institute, La Jolla, on the Element Biosciences Aviti platform.

After sequencing reads were trimmed and first aligned against chrM (mouse genome version mm10) to discard mitochondrial reads using Bowtie2 (Langmead and Salzberg 2012). Unaligned reads to chrM were subsequently aligned against mouse genome version mm10 (excluding chrM) using Bowtie2 (“‐‐very‐sensitive ‐‐no‐discordant ‐X 2000 ‐p 12”). Multi‐mapping reads were removed, and alignments were shifted using Deeptools alignmentSieve v3.4.3 (Ramirez et al. 2016). Duplicate reads were flagged and removed using Picard MarkDuplicates v2.22.0. MACS2 v2.2.9.1 (Zhang et al. 2008) was used to call peaks in each replicate. Reproducible peaks for replicates (*n* = 2) of each condition were determined using IDR v2.0.4.2 (Li et al. 2011). Peak sets for the two conditions were merged using bedtools v2.29.2 (Quinlan and Hall 2010) and peaks overlapping ENCODE blacklisted regions were excluded. Consensus merged peaks (70,436 peaks) were annotated using Homer annotatePeaks.pl. (Heinz et al. 2010) and peak tags counted. Sample efficiencies (fraction of reads in peaks, FRIP) for the samples ranged from 0.37 to 0.53. Sample FRIP scores were used to normalize and generate ATAC‐seq signal data (bigwig format) using Deeptools bamCoverage. Differential accessibility of peaks were tested using edgeR v3.38.4 (Robinson et al. 2010). Profile plots of signal over selected genomic regions were generated using computeMatrix and plotProfile utilities in Deeptools.

### 4.12 Gene Expression Analysis

RNA was extracted from (~1 × 10 (Bell et al. 2019)) melb‐a cells using TRIzol and Direct‐zol RNA MiniPrep Plus kit (Zymo R2072). RNA quantity and purity were assessed using a spectrophotometer (NanoDrop One^C^, Thermo Fisher). cDNA was prepared from 1 μg of RNA using RevertAid reverse transcriptase (Thermo Fisher EP0441) according to the manufacturer's protocol. All primers were purchased from IDT. *Dct* forward primer: GGA CCG GCC CCG ACT GTA ATC; *Dct* reverse primer: GGG CAA CGC AAA GGA CTC AT; *Tyr* forward primer: CGG CCC AAA TTG TAC AGA GAA GC; *Tyr* reverse primer: CTG CCA GGA GAA GAA GGA TTG. Quantitative real‐time PCR was performed using the PowerUp SYBR Green Master Mix (Thermo Fisher A25742) on the QuantStudio 6 Flex Real‐Time PCR Systems (Applied Biosystems). Amplification signals were all observed between cycles 15 and 30. The fold change was calculated using the 2^(‐ΔΔCt) method, with GAPDH as an endogenous control.

### 4.13 Primary Melanocyte Isolation and Culture

Primary mouse melanocytes were isolated and cultured as previously described (Woodham et al. 2017). Back skin from 1‐, 2‐, or 3‐day‐old pups was peeled and rinsed in PBS, then cut, and incubated in collagenase I + IV (5 mg/mL, ThermoFisher Scientific 17100017 and 17104019) for 40 min at 37°C. Tail tips of pups were sent to Transnetyx for genotyping. After washing in HBSS (ThermoFisher Scientific 14065‐049), skin pieces were incubated with cell dissociation buffer (ThermoFisher Scientific 13151014) for 10 min at 37°C. Skin pieces were then further dissociated using 18G and 21G needles and then washed in HBSS. Finally, cells were resuspended and cultured in F‐12 (Gibco) growth medium containing 10% fetal bovine serum (FBS), 200 nM12‐tetradecanoylphorbol‐12‐acetate (TPA), and 100 μg/mL of primocin (Invivogen ant‐pm‐1) at 37°C with 5% CO_2_. To select against fibroblasts and keratinocytes, cultures were treated for 3 days a week with 50 μg/mL G418 (Formedium). Pure melanocyte cultures were established 6–8 weeks following initial isolation.

### 4.14 Immunofluorescence, EdU Labeling of Cells, and Cell Cycle Analysis

Cells were seeded on 13 mm cover glass prior to immunofluorescence (IF). Cells were washed in PBS, then fixed in 4% paraformaldehyde for 10 min at RT. They were washed in PBS, then permeabilized and blocked in 3% BSA and 1% serum of the secondary antibody species in PBST (0.1% Triton‐X in PBS). Cells were then incubated ON at 4°C in primary antibodies: DCT (goat, Santa Cruz sc‐10,451, 1:200); c‐Kit (goat, R&D systems AF1356, 1:400); BIII tubulin (Tuj1, mouse, Promega G7121, 1:1000). After 3 × 5 min washes in PBST, cells were incubated in secondary antibodies (Table 12) for 1 h at RT in the dark. Finally, cells were washed 3 × 5 min in PBST, stained with 1 μg/mL DAPI, and mounted on glass slides in ProLong gold antifade. Images were taken using a Nikon A1R confocal microscope.

For cell proliferation analysis by EdU labelling, cells were pulsed with 10 μM EdU for 2 h (melb‐a cells) or 48 h (primary melanocytes) then fixed for IF. Click‐iT EdU reaction mix was added to the cells following secondary antibody incubation and prior to DAPI staining as described by the manufacturer's protocol (ThermoFisher Scientific C10337 or C10339). EdU positive nuclei were quantified using ImageJ.

For cell cycle analysis, successfully selected melb‐a after transduction were incubated with 2 μg/μl (Click‐iT Plus EdU Pacific Blue Flow Cytometry Assay Kit) for 2 h, then fixed and permeabilized following the manufacturer's protocol. Propidium iodide (PI) was used to measure total DNA content. Cells were analyzed using flow cytometry on a BD LSRFortessa Cell Analyzer.

### 4.15 Western Blot

Whole cell lysates were prepared by boiling and shearing cells in 1× Laemmli sample buffer, and protein concentrations were measured using the Qubit protein assay kit (ThermoFisher Scientific Q33212). 5–15 μg of proteins were separated on 4%–15% SDS‐PAGE gels (BioRAD 456‐1084) and transferred onto PVDF membranes. The Spectra multicolor broad range protein ladder (ThermoFisher Scientific 26,634) used as a protein size marker. Western blotting was performed as previously described (Rai et al. 2014). Primary and secondary antibodies are listed in Tables S14 and S15, respectively.

### 4.16 Statistics

Analysis was performed using GraphPad Prism (Version 9.0.1) and presented as mean ± SEM. Differences between two groups were assessed for statistical significance by an unpaired *t‐*test. *p* values ≤ 0.05 were considered significant.

## Author Contributions

F.J.‐H. planned and performed the vast majority of the experiments. R.A. performed melb‐a RNA‐seq, ATAC seq, and differentiation assays and analyses. K.S. provided experimental, computational, and intellectual assistance and advice and optimized melanoblast sorting and scRNAseq with F.J.‐H. K.S., K.G., A.T.W., N.R., and C.H.S. performed single‐cell RNA‐seq analysis. A.L. performed TAF assays. K.K. assisted with single‐cell RNA‐seq. C.R., J.P., T.S.R., and N.F. provided experimental support. J.P. performed experiments with Tyr‐*N‐RAS* ^*Q61K*^ mice. K.B. advised on mouse experiments. J.P.M. and K.Y.Y. advised on single‐cell RNA‐seq analysis. J.F.P. advised on TAF assays. I.B. measured hair pigmentation. L.M.M. and M.L.H. assisted in the direction of the study. P.D.A. and F.J.‐H. conceived and directed the study. F.J.‐H., R.A., and P.D.A. wrote the manuscript. All authors edited the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** (a) Gating strategy for tdTomato+ and c‐KIT+ cell quantification. Gating was performed with FlowJo software and used to quantify Brilliant Violet (BV)711‐CD117 (c‐KIT) positive melanoblasts from tdTomato positive populations of dissociated E15.5 trunk skin cell suspensions. FMO: fluorescence minus one. (b) Representative DCT and BrdU immunofluorescence images in E13.5 and E15.5 embryo cross sections from Hira WT and Hira KO embryos used in quantification of BrdU positive DCT positive cells (Figure 1f). Images were taken using Nikon A1R confocal microscope. Scale bar: 25 μm.
**Figure S2.** Hira is required for melanoblast development. (a) tdTomato fluorescence in FACS isolated cells (samples described in Figure 2a). (b–d) t‐SNE plots from combined three WT samples showing the expression of various melanoblast (c), glial (d), and mesenchymal (e) genes in different clusters as viewed from Loupe Browser 6.0 by10× Genomics. Genes were taken from the lists in Tables S2–S4. (e) 100% stacked column graph displaying the percentage of each cell type within the tdTomato population within each of the six samples described in Figure 2g. (f) Scatter dot plots showing the mean percentages of the major cell populations for each of three HIRA WT and three HIRA KO replicates. Data were analyzed using an unpaired *t‐*test showing mean ± SEM. (g) GSEA showing KO cells enriched for the EMT signature relative to WT cells (NES = 1.43, FDR q = 0.0081).
**Figure S3.** Knockout of HIRA leads to phenotypic and functional disruptions in melb‐a cells. (a) Scatter dot plots representing the average nuclear area of cells in Figure 3a as measured with ImageJ software. (b) Western blot for the HIRA chaperone complex members HIRA, Cabin1, and Asf1a using cell lysates harvested 10 days following infections. (c–g) Western blots for various proteins (lineage markers (c–e), proliferation (e), and histone modifications (f, g)) using cell lysates harvested 10 days following lentiviral infections of melb‐a cells with shLuc, shHira1, and shHira2. Multiple lanes for each represent independent replicates. GAPDH, actin, and LaminA/C were used as sample integrity controls. In panels f and g, the total and modified H3 blots are strip and reprobe of the same membrane/polypeptide. h, Scatter dot plots displaying the average percentage of EdU positive nuclei in melb‐a cells 10 days after infection with shHira1 and shHira2 lentiviral vectors, with shLuc as control. Three independent replicates each (three culture plates each infected separately). Scatter dot plot data in a and f were analyzed using an unpaired *t‐*test showing mean ± SEM. ns: non‐significant (*p* > 0.05). (i) EdU/PI analysis of *Hira* knockdown versus control melb‐a cells. (j) Principal component analysis (PCA) plot of bulk RNA‐seq data. The individual sample replicates have been color‐coded based on the experimental conditions. (k) The top 20 enriched GO:BP terms for the two clusters determined in (d). (l) Top upstream transcription factor analysis of differentially expressed genes in control vs. HIRA KD cells using ingenuity pathway analysis (IPA). (m) Volcano plot of differentially accessible peaks between HIRA KD and control group. (n) The top enriched GO:BP terms for closed TSS peaks in HIRA KD samples. (o) Melanin quantification of melb‐a cells after 9 days of differentiation as measured spectrophotometrically at 405 nm. ns: non‐significant.
**Figure S4.** Knockout of *Hira* does not affect the distribution and number of melanocytes in young adult mice. a, Quantification of signal intensity of H3.3 stain in Figure 4c. (b) Mild difference in hair pigmentation in HIRA KO mice as compared to HIRA WT litter mates at P33 during the first real anagen. (c) DCT/DAPI immunofluorescence and its corresponding phase contrast images showing the presence of pigmented melanocytes in growing hair bulbs of HIRA WT and HIRA KO mouse skin at P33. Scale bar: 20 μm. (d) Representative images of ROI outline on HIRA WT and HIRA KO hair bulbs. **e**, Quantifications of melanin in the hair matrix of anagen hair bulbs in 8–10‐week‐old TyrCre::*HIRA* ^wt/wt^ and TyrCre::*HIRA* ^fl/fl^ female mice. The mean gray value was calculated using ImageJ and scored based on saturation (y‐axis), (black) near 0, and (white) near 255. Analyzed using an unpaired parametric *t*‐test. (f) Maximum and minimum gray values assessed using a Mann–Whitney *U* test. ** indicates a *p*‐value < 0.005. Ten hair bulbs per animal were analyzed across *n* = 3 animals per genotype.
**Figure S5.** No effect after inducible knockout of *Hira* in differentiated melanocytes ex vivo, but suppression of hyperpigmented *TyrNras* phenotype by constitutive *Hira* knockout. (a) UV image of a gel electrophoresis of the EtBr‐stained products of a PCR testing recombination in induced *TyrCreERT2::Hira* ^*fl/fl*^ cells. 4‐OHT‐treated *TyrCreERT2::Hira* ^*wt/wt*^ cells and *Hira* ^*fl/fl*^ cells (without *TyrCreERT2*) were used as floxed allele and recombination controls. Band sizes: 717 bp for WT allele, 910 bp for floxed allele, and 467 bp for recombined allele. First lane: 10‐kb ladder (O’GeneRuler Fermentas SM1173). Second lane: no template control (NTC). (b) Images of a HIRA WT C57Bl6 mouse displaying coat and skin color. (c) Distribution of melanocytes (DCT positive cells in green) in the skins of NRAS‐HIRA WT and NRAS‐HIRA KO p11 pups (representative of *n* = 3 for each genotype). The middle row NRAS‐HIRA KO skin section shows the epidermal and upper dermal regions of the skin, the same region in NRAS‐HIRA WT (top). The bottom row shows the hair bulb region in NRAS‐HIRA KO. Scale bar: 30 μm.
**Figure S6.** Inducible postnatal knockout of *Hira* does not lead to hair graying. (a) Progressive hair graying in aging HIRA KO mice, not observed in HIRA WT mice. (b) Co‐localization of tdTomato (red) and DCT (green) showing melanocyte‐specific recombination in *TyrCreERT2* system in the bulb (Bb) and McSCs (magenta arrow heads) of the bulge (Bg). Images representative of *n* = 4 mice. Scale bar: 25 μm. (c) More images showing recombination in *TyrCreERT2* system in bulge McSCs of telogen (top panel) and anagen (lower panel) hair follicles. Scale bars: 25 μM top; 50 μm bottom. (d) 13‐month‐old HIRA WT and HIRA KO mice after 1 cycle of depilation. (e) Lack of pigment in the Dct + Sox10+ cells in the bulge area of HIRA KO as well as HIRA WT hair follicles, indicating the absence of premature differentiation in McSCs. Representative images of the same were also used in Figure 6h. (f) Only Sox10+ cells in the bulb region of hair follicles are MITF positive, indicating their differentiated melanocyte status, both in HIRA WT and in HIRA KO mice. (g) Sox10+ cells in the bulge are MITF negative in HIRA KO as well as HIRA WT mice, indicating the absence of premature differentiation in HIRA KO McSCs as observed in hair bulges in which McSCs are still present.

**Table S1.** Detailed information on the samples used for single cell RNA sequencing and the cells used for sequencing analysis.
**Table S2.** Top melanoblast distinguishing genes within tdTomato population from 3 WT embryos generated with MAST against all tdTomato population.
**Table S3.** Top glial distinguishing genes within tdTomato population from 3 WT embryos generated with MAST against all tdTomato population.
**Table S4.** Top mesenchymal distinguishing genes within tdTomato population from 3 WT embryos generated using 10× Genomics Loupe browser.
**Table S5.** Number and percentage of cells of the main clusters within the tdTomato population of 3 WT and 3 HIRA KO samples.
**Table S6.** Differentially expressed (DE) genes in HIRA KO vs HIRA WT melanoblasts calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown.
**Table S7.** Differentially expressed (DE) genes in HIRA KO vs HIRA WT glial cells calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown.
**Table S8.** Common HIRA KO vs. HIRA WT differentially expressed (DE) genes between melanoblast and glial cells from top 50 genes.
**Table S9.** Differentially expressed (DE) genes in HIRA KO vs HIRA WT *Sox10*+ cells calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown.
**Table S10.** Differentially expressed (DE) genes in HIRA KD vs HIRA WT melb‐a cells calculated using edgeR. Top 50 upregulated and top 50 downregulated genes are shown.
**Table S11.** Primary antibodies used in IHC.
**Table S12.** Secondary antibodies used in IHC.
**Table S13.** Technical information on samples used in scRNA seq.
**Table S14.** Primary antibodies used in western blotting.
**Table S15.** Secondary antibodies used in Western blotting.

## Data Availability

scRNAseq data were deposited in the Gene Expression Omnibus (GEO) and can be accessed using reviewer token gjmdcmimzdollol through the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132545. The GEO record for RNA‐seq can be accessed here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE267432 and that for ATAC seq can be accessed here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE267431 using reviewer token uxypmmeaxdmdjgr. All raw data used to generate the results and figures of this study are available upon request. This includes scripts used for scRNAseq analysis, original IHC and IF images, quantification of dermal pigmentation, original Western blot scans, and individual cell counts for melanoblasts, melanocytes, and McSCs (DCT‐LacZ, BrdU, EdU, DCT immunofluorescence, TAFs, and flow cytometry).

# Supplementary material for: Inactivation of Histone Chaperone HIRA Unmasks a Link Between Normal Embryonic Development of Melanoblasts and Maintenance of Adult Melanocyte Stem Cells
**Source:** Aging Cell. 2025 May 14;24(7):e70070. doi: 10.1111/acel.70070
**Supplement:** Supplementary file 2 — Table S1. Detailed information on the samples used for single cell RNA sequencing and the cells used for sequencing analysis. Table S2. Top melanoblast distinguishing genes within tdTomato population from 3 WT embryos generated with MAST against all tdTomato population. Table S3. Top glial distinguishing genes within tdTomato population from 3 WT embryos generated with MAST against all tdTomato population. Table S4. Top mesenchymal distinguishing genes within tdTomato population from 3 WT embryos generated using 10× Genomics Loupe browser. Table S5. Number and percentage of cells of the main clusters within the tdTomato population of 3 WT and 3 HIRA KO samples. Table S6. Differentially expressed (DE) genes in HIRA KO vs HIRA WT melanoblasts calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown. Table S7. Differentially expressed (DE) genes in HIRA KO vs HIRA WT glial cells calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown. Table S8. Common HIRA KO vs. HIRA WT differentially expressed (DE) genes between melanoblast and glial cells from top 50 genes. Table S9. Differentially expressed (DE) genes in HIRA KO vs HIRA WT Sox10+ cells calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown. Table S10. Differentially expressed (DE) genes in HIRA KD vs HIRA WT melb‐a cells calculated using edgeR. Top 50 upregulated and top 50 downregulated genes are shown. Table S11. Primary antibodies used in IHC. Table S12. Secondary antibodies used in IHC. Table S13. Technical information on samples used in scRNA seq. Table S14. Primary antibodies used in western blotting. Table S15. Secondary antibodies used in Western blotting.

**Supplementary Table 1. Detailed information on the samples used for single cell RNA sequencing and the cells used for sequencing analysis**

|                                                | <b>WT1</b>  | <b>KO1</b>  | <b>WT2</b> | <b>WT3</b> | <b>KO2</b> | <b>KO3</b> |
|------------------------------------------------|-------------|-------------|------------|------------|------------|------------|
| Sex                                            | F           | M           | M          | F          | F          | F          |
| Experiment                                     | Chromium 1  | Chromium 1  | Chromium 2 | Chromium 2 | Chromium 2 | Chromium 2 |
| <b>Cells</b>                                   |             |             |            |            |            |            |
| Estimated Number of Cells                      | 1,549       | 838         | 3,639      | 3,523      | 4,310      | 4,674      |
| Mean Reads per Cell                            | 108,584     | 229,719     | 26,246     | 20,047     | 21,854     | 18,957     |
| Median Genes per Cell                          | 1,483       | 1,791       | 1,202      | 1,536      | 1,732      | 1,772      |
| Total Genes Detected                           | 16,571      | 16,706      | 16,703     | 17,023     | 18,370     | 18,528     |
| Median UMI Counts per Cell                     | 3,955       | 5,195       | 2,686      | 3,955      | 4,958      | 4,908      |
| <b>Sequencing</b>                              |             |             |            |            |            |            |
| Number of Reads                                | 168,198,042 | 192,504,564 | 95,512,423 | 70,628,024 | 94,194,137 | 88,691,811 |
| Valid Barcodes                                 | 98.40%      | 98.40%      | 98.50%     | 98.20%     | 98.40%     | 98.40%     |
| Reads Mapped Confidently to Transcriptome      | 51.40%      | 56.60%      | 62.50%     | 63.00%     | 61.90%     | 59.70%     |
| Reads Mapped Confidently to Exonic Regions     | 53.60%      | 58.80%      | 66.20%     | 66.50%     | 65.50%     | 63.10%     |
| Reads Mapped Confidently to Intronic Regions   | 10.50%      | 11.30%      | 12.70%     | 13.60%     | 11.20%     | 12.50%     |
| Reads Mapped Confidently to Intergenic Regions | 3.00%       | 2.80%       | 3.60%      | 3.20%      | 3.70%      | 3.50%      |
| Reads Mapped Antisense to Gene                 | 4.30%       | 3.80%       | 1.90%      | 1.60%      | 1.70%      | 1.60%      |
| Sequencing Saturation                          | 90.90%      | 94.70%      | 76.70%     | 57.50%     | 52.70%     | 45.70%     |
| Q30 Bases in Barcode                           | 98.00%      | 98.00%      | 98.10%     | 98.00%     | 98.10%     | 98.00%     |
| Q30 Bases in RNA Read                          | 83.90%      | 83.20%      | 78.20%     | 76.60%     | 76.40%     | 74.30%     |
| Q30 Bases in UMI                               | 98.30%      | 98.30%      | 97.90%     | 97.80%     | 97.80%     | 97.80%     |

**Supplementary Table 2. Top melanoblast distinguishing genes within tdTomato population from 3 WT embryos generated with MAST against all tdTomato population.**

**Supplementary Table 3. Top glial distinguishing genes within tdTomato population from 3 WT embryos generated with MAST against all tdTomato population.**

**Supplementary Table 4. Top mesenchymal distinguishing genes within tdTomato population from 3 WT embryos generated using 10x Genomics Loupe browser.**

| Rank | Gene name      | Log2 fold change | p-value     |
|------|----------------|------------------|-------------|
| 1    | <i>Dpt</i>     | 7.4016712        | 4.64E-121   |
| 2    | <i>Egfl6</i>   | 6.966488353      | 4.96E-139   |
| 3    | <i>Dcn</i>     | 6.923427519      | 5.40E-163   |
| 4    | <i>Lum</i>     | 6.842311174      | 5.40E-163   |
| 5    | <i>Irx1</i>    | 6.649462121      | 1.19E-109   |
| 6    | <i>Twist2</i>  | 6.449051683      | 1.05E-136   |
| 7    | <i>C1qtnf2</i> | 6.404596077      | 7.52E-112   |
| 8    | <i>Crabp1</i>  | 6.371604798      | 7.47E-142   |
| 9    | <i>Penk</i>    | 6.010439479      | 3.66E-117   |
| 10   | <i>Dlk1</i>    | 5.3126903        | 3.61E-101   |
| 11   | <i>Col6a3</i>  | 5.164827578      | 1.16E-92    |
| 12   | <i>Bgn</i>     | 4.867429614      | 1.72E-84    |
| 13   | <i>Prrx1</i>   | 4.614590139      | 7.35E-78    |
| 14   | <i>Col6a2</i>  | 4.427982216      | 2.92E-78    |
| 15   | <i>Kdelr3</i>  | 3.850736578      | 7.88E-58    |
| 16   | <i>Col6a1</i>  | 3.784852504      | 4.94E-60    |
| 17   | <i>Col1a1</i>  | 3.395340797      | 2.85E-50    |
| 18   | <i>Fstl1</i>   | 3.174363647      | 2.81E-44    |
| 19   | <i>Pcolce</i>  | 3.07675508       | 5.94E-41    |
| 20   | <i>H19</i>     | 2.998900806      | 1.60E-37    |
| 21   | <i>P4ha2</i>   | 2.838027938      | 2.12E-34    |
| 22   | <i>Col3a1</i>  | 2.816497294      | 6.91E-36    |
| 23   | <i>Wif1</i>    | 2.730979653      | 3.45E-30    |
| 24   | <i>Col1a2</i>  | 2.722140223      | 1.63E-33    |
| 25   | <i>Cyr61</i>   | 2.626555871      | 1.56E-29    |
| 26   | <i>Rcn3</i>    | 2.520898778      | 3.41E-29    |
| 27   | <i>Tnfaip6</i> | 2.384903617      | 5.89E-24    |
| 28   | <i>Meg3</i>    | 2.273228891      | 2.05E-23    |
| 29   | <i>Col5a2</i>  | 2.206060721      | 2.59E-21    |
| 30   | <i>Mfap2</i>   | 1.460158406      | 3.45E-10    |
| 31   | <i>Cd24a</i>   | 1.346838699      | 1.10E-07    |
| 32   | <i>Nrn1</i>    | 1.275269989      | 6.34E-07    |
| 33   | <i>Hmgn3</i>   | 1.224374348      | 3.82E-07    |
| 34   | <i>Itih5</i>   | 1.203483892      | 2.66E-06    |
| 35   | <i>Ptn</i>     | 1.012014172      | 0.000155397 |

**Supplementary Table 5. Number and percentage of cells of the main clusters within the tdTomato population of 3 WT and 3 HIRA KO samples.**

|                 | Total number of cells per Sample           |        |        |        |        |        | Overall |        |
|-----------------|--------------------------------------------|--------|--------|--------|--------|--------|---------|--------|
| Cellular Subset | WT1                                        | WT2    | WT3    | KO1    | KO2    | KO3    | WT all  | KO all |
| All tdTomato    | 1534                                       | 3604   | 3517   | 814    | 4285   | 4644   | 8655    | 9743   |
| Glial           | 458                                        | 1685   | 1837   | 243    | 789    | 1155   | 3980    | 2187   |
| Mesenchymal     | 262                                        | 996    | 545    | 313    | 2004   | 2388   | 1803    | 4705   |
| Melanoblast     | 563                                        | 875    | 1049   | 145    | 438    | 442    | 2487    | 1025   |
| Other           | 251                                        | 48     | 86     | 113    | 1054   | 659    | 385     | 1826   |
|                 | Percentage of cells in tdTomato population |        |        |        |        |        |         |        |
| Glial           | 29.86%                                     | 46.75% | 52.23% | 29.85% | 18.41% | 24.87% | 45.98%  | 22.45% |
| Mesenchymal     | 17.08%                                     | 27.64% | 15.50% | 38.45% | 46.77% | 51.42% | 20.83%  | 48.29% |
| Melanoblast     | 36.70%                                     | 24.28% | 29.83% | 17.81% | 10.22% | 9.52%  | 28.73%  | 10.52% |
| Other           | 16.36%                                     | 1.33%  | 2.45%  | 13.88% | 24.60% | 14.19% | 4.45%   | 18.74% |

**Supplementary Table 6. Differentially expressed (DE) genes in HIRA KO vs HIRA WT melanoblasts calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown.**

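Table S6 lists 50 genes that were up and 50 genes that were down in KO against WT melanoblasts over all the samples, as the MAST package tests them. Of its genes, 99 could be read in the melanoblast-like cells of the 1 WT and 1 KO library examined here, and 69 of them had the direction of the table, a share of 69.7% (59.6% to 78.5%). In random lists of genes with similar expression, the share was between 40.4% and 59.6% in 95% of lists. The alternatives that moved the share most gave 67.7% with 1000 variable genes and with edgeR's TMM factors, and 71.7% with the mean over cells. The direction of the table was found for 29 of 49 up genes and for 40 of 50 down genes. The tables were made in part from these libraries, so these shares are not independent evidence.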

**Supplementary Table 7. 

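Table S7 lists genes by their change in glial cells of the KO samples. In the glial-like cells of the WT and KO library, 76 of its 98 genes that could be read had the direction of the table, or 77.6% (68.0% to 85.4%), against 39.8% to 58.2% in random lists of similar expression. They were 34 of 48 up genes and 42 of 50 down genes.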

Differentially expressed (DE) genes in HIRA KO vs HIRA WT glial cells calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown.**

**Supplementary Table 8. Common HIRA KO vs HIRA WT differentially expressed (DE) genes between melanoblast and glial cells from top 50 genes**

| Common upregulated genes | Encoded protein                                             | Common downregulated genes | Encoded protein                                     |
|--------------------------|-------------------------------------------------------------|----------------------------|-----------------------------------------------------|
| <i>Fabp5</i>             | Fatty acid binding protein 5 (epidermal)                    | <i>Fabp7</i>               | Fatty acid binding protein 7                        |
| <i>AY036118</i>          |                                                             | <i>Gm11808</i>             |                                                     |
| <i>Pkm</i>               | Pyruvate kinase; muscle                                     | <i>Crip2</i>               | Cystein rich protein 2                              |
| <i>Gm42418</i>           | lncRNA gene                                                 | <i>Rps27rt</i>             | Ribosomal protein S27                               |
| <i>Tubb3</i>             | Tubulin, beta 3 Class III                                   | <i>Gm2000</i>              |                                                     |
| <i>H2afz</i>             | H2A.Z variant histone                                       | <i>Rpl36</i>               | Ribosomal protein L36                               |
| <i>H1f0</i>              | H1.0 linker histone                                         | <i>Rpl10</i>               | Ribosomal protein L10                               |
| <i>Marcks1</i>           | Macrophage myristoylated alanine-rich C kinase like 1       | <i>Gm8730</i>              |                                                     |
| <i>Mif</i>               | Macrophage migration inhibitory factor                      | <i>Cox20</i>               | Cytochrome C oxidase assembly factor COX20          |
| <i>Hmgb2</i>             | High mobility group box 2                                   | <i>Chmp2a</i>              | Charged multivesicular body protein 2A              |
| <i>Gnas</i>              | Guanine nucleotide binding protein alpha stimulating        | <i>Wdr89</i>               | WD repeat domain 89                                 |
| <i>Sub1</i>              | Activated RNA polymerase II transcriptional coactivator p15 | <i>Fau</i>                 | FAU Ubiquitin like and ribosomal protein S30 fusion |
| <i>Nap1l1</i>            | Nucleosome assembly protein 1-like 1                        | <i>Rpl23a-ps3</i>          | Ribosomal protein 23a                               |
| <i>Cbx3</i>              | Chromobox 3 / Heterochromatin protein 1 gamma (HP1g)        | <i>Rplp1</i>               | Ribosomal protein lateral stalk subunit P1          |
| <i>Mdk</i>               | Midkine (Neurite growth-promoting factor 2)                 | <i>Ndufb10</i>             | NADH:Ubiquinone oxidoreductase subunit B10          |
| <i>Ran</i>               | Ras-related nuclear protein (GTP-binding)                   | <i>Lmna</i>                | Lamin A/C                                           |
|                          |                                                             | <i>Hypk</i>                | Huntingtin interacting protein K                    |
|                          |                                                             | <i>2410015M20Rik</i>       |                                                     |

**Supplementary Table 9. Differentially expressed (DE) genes in HIRA KO vs HIRA WT Sox10+ cells calculated using MAST R package. Top 50 upregulated and top 50 downregulated genes are shown.**

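In Table S9 the signs of the values are opposite to its headings, and the headings were used here. In the combined melanoblast-like and glial-like cells, 77 of 99 genes had the direction of the headings, or 77.8% (68.3% to 85.5%). They were 42 of 50 genes under the heading for up and 35 of 49 under the heading for down. Since the melanoblast-like part of this class was smaller in the KO library, a log2 ratio here also holds the change in the mix of both cell types.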

**Supplementary Table 10. Differentially expressed (DE) genes in HIRA KD vs HIRA WT melb-a cells calculated using edgeR. Top 50 upregulated and top 50 downregulated genes are shown.**

**Supplementary Table 11. Primary antibodies used in IHC**

| Primary antibody | Species | Supplier             | Dilution factor |
|------------------|---------|----------------------|-----------------|
| BrdU             | Rat     | Abcam ab6326         | 1/500           |
| H3 C-terminal    | Rabbit  | Active Motif 39163   | 1/5000          |
| Histone H3.3     | Rabbit  | Millipore 09-838     | 1/1000          |
| RFP (tdTomato)   | Rabbit  | Tebu-bio 600-401-379 | 1/100           |
| Sox10            | Rabbit  | Abcam ab155279       | 1/1000          |
| TRP2 / DCT (D18) | Goat    | Santa Cruz sc-10451  | 1/200           |

**Supplementary Table 12. Secondary antibodies used in IHC**

| Secondary antibody and Species    | Supplier                 |
|-----------------------------------|--------------------------|
| AF 488 Donkey anti-Goat IgG H+L   | Invitrogen A11055        |
| AF 594 Donkey anti-Mouse IgG H+L  | Life Technologies A21203 |
| AF 594 Donkey anti-Rat IgG H+L    | Life Technologies A21209 |
| AF 594 Donkey anti-Rabbit IgG H+L | Life Technologies A21207 |
| AF 488 Donkey anti-Sheep IgG H+L  | Invitrogen A11015        |

**Supplementary Table 13. Technical information on samples used in scRNA seq**

| Experiment | Sample | Sex | Estimated number of input cells | Number of cells analysed in Cell Ranger | Sequencing facility      | Illumina HiSeq4000 sequencing parameters* |
|------------|--------|-----|---------------------------------|-----------------------------------------|--------------------------|-------------------------------------------|
| Chromium 1 | WT1    | F   | 7000                            | 1549                                    | Edinburgh Genomics       | 75PE, 290M reads per lane                 |
|            | KO1    | M   |                                 | 838                                     |                          |                                           |
| Chromium 2 | WT2    | M   | 10000                           | 3639                                    | UCSD IGM Genomics Center | 26x8x98, 325M reads per lane              |
|            | WT3    | F   |                                 | 3523                                    |                          |                                           |
|            | KO2    | F   |                                 | 4310                                    |                          |                                           |
|            | KO3    | F   |                                 | 4674                                    |                          |                                           |

**Supplementary Table 14. Primary antibodies used in western blotting**

| Primary antibody         | Species | Supplier                        | Dilution factor |
|--------------------------|---------|---------------------------------|-----------------|
| Acetyl-a-Tubulin (Lys40) | Rabbit  | Cell Signaling Technology 5335  | 1/1000          |
| ASF1a                    | Rabbit  | Cell Signaling Technology 2990s | 1/500           |
| BIII tubulin (Tuj1)      | Mouse   | Promega G7121                   | 1/1000          |
| CAIN (Cabin1)            | Rabbit  | Abcam ab3349                    | 1/1000          |
| c-Kit                    | Goat    | R&D systems AF1356              | 1/400           |
| GAPDH                    | Mouse   | Abcam ab9484                    | 1/1000          |
| HIRA (WC119) 2mg/ml      | Mouse   | In house, Hall <i>et al.</i> *  | 1/1000          |
| Lamin A/C                | Rabbit  | Cell Signaling Technology 2032S | 1/1000          |
| MITF                     | Mouse   | Abcam ab12039                   | 1/1000          |
| TRP2 (DCT)               | Goat    | Santa Cruz sc-10451             | 1/200           |
| a-Tubulin                | Mouse   | Sigma T9026                     | 1/10000         |
| Sox10                    | Rabbit  | Abcam ab155279                  | 1/1000          |
| PCNA                     | Rabbit  | Santa Cruz sc-7907              | 1/200           |
| Actin                    | Mouse   | Sigma-Aldrich A1978             | 1/50000         |

\*Hall, C., et al. 2001. HIRA, the human homologue of yeast Hir1p and Hir2p, is a novel cyclin-cdk2 substrate whose expression blocks S-phase progression. Mol. Cell. Biol. 21:1854–1865.

**Supplementary Table 15. Secondary antibodies used in Western blotting.**

| <b>Secondary antibody and Species</b> | <b>Supplier</b>                 |
|---------------------------------------|---------------------------------|
| Donkey anti-goat IgG-HRP              | Santa Cruz Biotech sc-2020      |
| Goat anti-mouse IgG, HRP linked       | Dako P0447                      |
| Goat anti-rabbit IgG, HRP linked      | Cell Signaling Technology 31460 |

How the deposited data were processed for this re-analysis (not part of the article)

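Single-cell RNA sequencing counts were read for 1 HIRA WT and 1 HIRA KO library, each made from the tdTomato+ cells of E15.5 trunk skin, which the article sorted by flow cytometry and loaded on the 10× Chromium platform. The labels give the genotype of each library but do not name WT1 or KO1 of Table S1. The match was inferred, because the deposit is labelled as the first dataset with 1 library per genotype, and the article's first Chromium experiment has 1 WT and 1 KO embryo. The deposited 1546 WT and 846 KO barcodes differ slightly from the 1549 and 838 cells of Table S1, so the counts need not come from the article's own Cell Ranger run. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger and deposited these counts per library, for the barcodes that Cell Ranger called as cells, without normalization. The deposited counts hold 28000 genes. The later steps of the article, in which samples were combined, filtered and tested with MAST, are not part of these counts. The other single-cell libraries, the RNA-seq and the ATAC-seq data had no mapped files and were left out.

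The WT library held 1546 barcodes, a median of 1484.5 genes per barcode and 16578 genes in all, and the KO library held 846 barcodes, a median of 1785 genes and 16710 genes in all. Barcodes with under 100 genes (4 WT, 6 KO), over 40000 UMIs (0 and 0) or over 10% mitochondrial UMIs (3 WT, 12 KO) were removed, which left out 6 WT barcodes, 1 of them on both grounds, and 18 KO barcodes. Doublets were not removed. Genes found in at least 3 cells were kept, and counts were scaled to 10000 per cell and log-transformed. Of 2000 variable genes chosen, 1967 were used after 63 held-out genes had been taken out. These were genes the article's text names for this experiment, the sex-linked genes and genes of the HIRA complex and of histone H3.3. The reporters and the EMT list were held out as well. Both libraries were clustered together with 30 principal components, 15 neighbours and Leiden resolution 1, with seed 0. The tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.

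Clusters were named from lists of 5 to 12 marker genes for each of 11 classes. A marker counted as raised in a cluster when at least 10% of its cells had a UMI of it and its level, with 10 CPM added, was at least 1 log2 unit above that of the other cells. A cluster took the class with the largest share of raised markers, and stayed unnamed with fewer than 3 raised markers or when its 10 leading genes went against the name. The lists were fixed before the data were examined. The rule was first written with the highest mean log2 fold of the markers, and was changed after the clusters and some alternative clusterings had been seen. Both rules gave the same names in the clustering reported, and the closing section gives the shares under the first rule. No cluster was named muscle or neuron. Because the names were rebuilt from markers, a difference from the article may come from the names.

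For each class and library, shares of cells were given with exact Clopper-Pearson intervals. UMIs were summed over the cells of a class and scaled to CPM of that class, with exact Poisson intervals, and the log2 ratio of KO to WT was given with an exact conditional binomial interval. All intervals are 95% intervals of the counting error. With 1 library per genotype, cells are not replicates, and no test, p-value or count of changed genes was computed. For a count of 0, the limit given is that of 3 counts. Shares of cells with a UMI were also computed after each cell had been thinned to 2000 UMIs, with shallower cells left out (102 WT and 23 KO cells).

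The genes named in the text are those the article names for this experiment, the sex-linked genes that check the labels, and tdTomato. The EMT genes with the largest ratios and the transcription factor genes of the EMT list are also named. So are, in each of the 3 main classes, the 5 genes with the largest and the 5 with the smallest ratio among genes with at least 100 UMIs. This rule was written before the data were examined, except for the genes singled out of the EMT list and those that lead a cluster, which were chosen after their values were seen. The EMT list of 30 genes included *Snai1*, *Snai2*, *Twist1*, *Twist2*, *Zeb1*, *Zeb2*, *Vim*, *Fn1*, *Cdh2*, *Itga5*, *Itgb1*, *Mmp2*, *Mmp14*, *Tgfb1*, *Tgfbi*, *Tgfbr2*, *Sparc*, *Thy1*, *Tnc*, *Lox*, *Loxl2*, *Cd44*, *Acta2*, *Tagln*, *Col5a1*, *Col5a2*, *Col4a1*, *Fbn1* and *Postn*. Results for some single genes are not reported here. For this list and for the gene lists of Tables S6, S7, S8 and S9, genes with at least 10 UMIs in the class were read, and 10000 random lists of the same size, drawn from 20 bins of expression, were set beside them. Coordinates are those of GENCODE M21 on GRCm38.

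The alternatives set before the data were examined were filters of at least 500 genes per cell and of 3 median absolute deviations for UMIs and 4 for genes and mitochondrial share, 1000 or 4000 variable genes, the held-out genes kept, the genes of Tables S6, S7 and S9 held out as well, Leiden resolutions of 0.5 and 2, 15 principal components, doublets called by Scrublet left out, cells thinned to 2000 UMIs, each library clustered alone, log2 ratios centred on the median gene with at least 50 UMIs, edgeR's TMM factors on the summed counts, the mean over cells in place of summed counts, and at least 20 UMIs for a list gene. The intervals and list measures were tried on simulated counts, in which 200 genes per class were given a log2 ratio of 1 up or down. The intervals covered the true value for 94.5% to 96.0% of these genes and for 96.3% to 96.5% of the unchanged genes. At least 198 of 200 changed genes had the right direction in each class. The sums were drawn from the Poisson distribution that the intervals assume, so coverage near 95% was set in advance. The simulation held no variation between cells, no clustering, no free RNA and no difference between libraries, and so does not test these.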

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

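The tests of free RNA from other cells for the haemoglobin, keratin and mast cell genes, and of RNA from other cells for tdTomato, were chosen only after the results were seen.

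The article does not discuss haemoglobin or keratin genes in melanoblasts. *Hbb-bs* (ENSMUSG00000052305) was at 670.5 CPM (617 to 728) in KO melanoblast-like cells and at 42.3 CPM (34.6 to 51.1) in WT, a log2 ratio of 3.99, and *Krt1* (ENSMUSG00000046834) was at 120.0 CPM (97.8 to 146) in KO and 3.16 CPM (1.36 to 6.23) in WT, a log2 ratio of 5.25. Both are signals outside the genes that the article discusses, above the limit that a count of 0 allows. Free RNA from red blood cells and keratinocytes is a candidate explanation, since erythroid-like cells held 0.292% of the UMIs of the WT library and 2.54% of those of the KO library, keratinocyte-like cells 1.18% and 15.2%, and mast cell-like cells 4.21% and 0.231%. If free RNA were the source, the markers of each of these types would move in the same direction in every other class. They did so in 11 of 12 pairs of a marker list and a class, over melanoblast-like, glial-like, mesenchymal-like and macrophage-like cells. Erythroid markers had log2 ratios from 2.88 in macrophage-like to 3.89 in mesenchymal-like cells, and keratinocyte markers from 2.40 in melanoblast-like to 3.71 in macrophage-like cells. Mast cell markers fell in melanoblast-like (-2.55), glial-like (-2.16) and mesenchymal-like cells (-2.49). The exception was mast cell markers in macrophage-like cells, with 0.08 (-0.24 to 0.38), where *Srgn* alone gave 190 of 325 WT and 96 of 118 KO UMIs, and without it the log2 ratio was -1.08 (-1.80 to -0.42), which was computed after the exception was seen. A response of the melanoblasts to the loss of HIRA would have to occur in the other classes too, and was not tested further because genotype and library vary together.

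The tdTomato transcript, which the article used for sorting and does not report by cell type, had 14 UMIs in the 182 macrophage-like cells of both libraries and 34 UMIs in the 674 melanoblast-like cells. The levels were 12.7 CPM and 10.1 CPM, a log2 ratio of macrophage-like to melanoblast-like cells of 0.34 (-0.67 to 1.28). Free RNA from melanoblasts would lower tdTomato in macrophage-like cells as much as *Dct*, whose log2 ratio was -7.17 (-7.83 to -6.58), so free melanoblast RNA alone could not give these UMIs. RNA of melanoblast-, glial- and mesenchymal-like cells, free or carried by them, would lower tdTomato against these classes pooled at least as much as the least lowered of 10 genes they express, *Dcn*, with a log2 ratio of -2.12 (-2.32 to -1.93). The tdTomato log2 ratio was 0.21 (-0.72 to 1.02), so this RNA could not give most of these UMIs either. Transcription of the reporter in macrophage-like cells stays open and was not tested, and 14 UMIs are too few to compare the WT and KO libraries.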

How the results depend on the processing

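The rule used to name the clusters was chosen only after the clusters and some alternative clusterings were seen, in place of the rule first written, the mean log2 fold of the markers, which was then kept as an alternative. The other alternatives were set before. No paired analysis was possible because there is 1 library per genotype.

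Under the 12 alternative filters and clusterings, the difference between KO and WT lay between -27.9 and -17.4 points for melanoblast-like cells, 1.59 and 2.10 points for glial-like cells, -25.8 and -15.6 points for *Sox10*+ cells, and 16.1 and 19.4 points for mesenchymal-like cells. The EMT list and the lists of Tables S6, S7 and S9 kept their direction under 16 alternatives, with medians of 0.38 to 0.52 for the EMT list and shares of 67.7% to 71.7%, 73.5% to 78.6% and 72.7% to 78.8% for the tables. In melanoblast-like cells the log2 ratio of *Col1a1* lay between 2.12 and 2.74, and that of *Tubb3* between 0.53, with each cell thinned to 2000 UMIs, and 1.33.

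With at least 500 genes per cell, the difference in melanoblast-like cells was -27.9 points and that in *Sox10*+ cells -25.8 points. In melanoblast-like cells the log2 ratio of *Dct* was reversed to 0.18 and that of *Tubb3* was 1.33, and in *Sox10*+ cells that of *Gfra3* was reversed to 0.075. Of the 139 KO melanoblast-like cells, 83 then fell into an unnamed cluster of 4 WT and 92 KO cells led by *Hba-a1*, *Hba-a2*, *Hbb-bt* and *Hbb-bs*. For melanoblast-like cells these values therefore rest on the 56 others. That cluster had 8 of 9 melanoblast markers raised and stayed unnamed because 4 erythroid markers were among its leading genes. The move thus came through the naming rule and not through cells removed by the filter. With each cell thinned to 2000 UMIs and the cells clustered again, the log2 ratio of *Mbp* in glial-like cells was -0.65. That of *Mbp* in *Sox10*+ cells, which was within its counting error, was -0.18, and for *Mbp* the cause was not tested. That of *Hira* in melanoblast-like cells was reversed to 0.28 (-2.25 to 2.28), on 9 WT and 3 KO UMIs, so its sign was not settled. With each library clustered alone, the log2 ratios of *Cpa3* and *Cma1* in melanoblast-like cells were reversed to 3.58 and 3.09, because the 3 KO mast cell-like cells joined a melanoblast-like cluster. Of the other values for single genes, 21 of 837 moved beyond their counting intervals without a reversal of a ratio that its interval had set apart from 0.

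Under the first rule for the class of a cluster, the names in the clustering reported were unchanged. With at least 500 genes per cell it gave -27.9 points for melanoblast-like and -25.8 for *Sox10*+ cells, with 1000 variable genes -28.9 and -27.3, and with Leiden resolution 2 -24.4 and -22.8. With each library clustered alone it gave -29.9 and -28.2 points, and 5.62 points for mesenchymal-like cells, and with Scrublet's doublets left out the mesenchymal-like difference was 2.99 points. In these clusterings whole clusters took another name, and no difference changed its sign.

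The depth limits *Hira*, which had 3 UMIs in KO melanoblast-like cells. With at least 500 genes per cell *Hira* and *Tsix* in melanoblast-like cells had no KO UMI and so no ratio, and neither had *Tsix* in thinned mesenchymal-like cells.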

Differences from the paper's values

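No share of cells, cell number or depth of the 1 WT and 1 KO library differed from the paper's values by more than 1.5 times, in either Table S5 or the means of the article's text. Under the alternatives set before the data were examined, 2 shares differed by more. The KO share of melanoblast-like cells was 6.89% with at least 500 genes per cell, against the paper's 17.81% for KO1 and mean of 12.5%. There the cluster led by haemoglobin genes stayed unnamed. The KO share of mesenchymal-like cells was 29.8% at Leiden resolution 2, against the paper's mean of 45.6%. The values read from these libraries cover only 1 of the article's pairs.

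The lists of Tables S6, S7 and S9 as a whole went in the paper's direction, with 69 of 99, 76 of 98 and 77 of 99 genes. Single genes for which the article's text or tables state a direction went the other way. *Ptgds*, which the paper gives as lower in KO melanoblasts, had a log2 ratio of 0.14 (0.07 to 0.20) in melanoblast-like cells. *Pmel*, which the paper lists as higher in KO melanoblasts, had -0.05 (-0.15 to 0.04). *Sox10*, which the paper lists as lower in KO melanoblasts and KO *Sox10*+ cells, had 0.17 (-0.04 to 0.37) and 0.20 (0.06 to 0.33). *Xist*, which the paper lists as higher in KO melanoblasts and glial cells, had -10.00 and -8.72 in this pair of a female WT and a male KO library. In the combined *Sox10*+ cells, *Fabp7* and *Mbp*, which the article's text gives as lower in KO cells taken separately or combined, had log2 ratios of 0.20 and 0.19. With each cell thinned to 2000 UMIs, *Mbp* in *Sox10*+ cells was at -0.18, and under the other alternatives the ratios of these genes kept these signs. Within glial-like cells *Mbp* was lower in KO, with -0.34 (-0.59 to -0.08). *Fabp7* there, with -0.11 (-0.22 to 0.01), was within its counting error.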

Other observations

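The tests of UMIs per cell for the mesenchymal genes, of cells with at least 10 UMIs for the cell cycle and of single clusters for the EMT list were chosen only after the results were seen, and the others in this part were chosen before.

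*Col1a1*, *Col3a1*, *Lum* and *Dcn* were higher in KO than in WT melanoblast-like cells. Doublets with mesenchymal cells are argued against by the UMIs per cell, since KO melanoblast-like cells held at most 10 UMIs of the 4 genes, against a median of 74.5 in KO mesenchymal-like cells, of which 5.97% held fewer than 10. Among cells with fewer than 10 such UMIs, 138 of 139 KO melanoblast-like cells, the log2 ratio of the UMIs per cell was 2.46 (2.21 to 2.71). Leaving out Scrublet's calls tests nothing here, because it called 0 WT and 1 KO melanoblast-like cells, and the log2 ratio of the level was 2.12 (1.87 to 2.37) without them. Free RNA from mesenchymal cells, which were more frequent in the KO library, is a candidate explanation for most of the rise. The level in KO melanoblast-like cells was 0.337 times (0.298 to 0.38) that in KO macrophage-like, mast cell-like and keratinocyte-like cells. Some of those cells held many UMIs of these genes, up to 249 in a macrophage-like cell, so cells with few were also read. KO melanoblast-like cells held 1.09 times (0.837 to 1.44) as many UMIs per cell as the 30 KO mast cell-like, erythroid-like and endothelial-like cells, with means of 2.40 and 2.20, and in the WT library the means were 0.426 and 0.339. A rise of these transcripts within KO melanoblasts beyond the level in those cells was not detectable, and an effect of genotype or sex of that size stays open and untested.

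The share of melanoblast-like cells was lower in KO. A larger number of other cells in the sort, such as keratinocytes and red blood cells, is argued against as the whole cause, because among melanoblast-like, glial-like and mesenchymal-like cells alone the difference was -23.1 points (-27.3 to -18.8). Genotype, sex and the preparation of each library vary together in this pair and were not separated.

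The EMT list was higher in KO mesenchymal-like cells as a whole. A different mix of mesenchymal-like clusters in the libraries is a candidate explanation for most of it. In the cluster led by *Crabp1*, with 184 WT and 116 KO cells, the median log2 ratio was 0.056 (-0.02 to 0.19), inside the range of random lists, and in the cluster led by *Mfap5* it was -0.12 (-0.29 to 0.06). The mix is argued against as the cause in the cluster led by *Mfap4*, where the median was 0.57 (0.21 to 0.89) within the cluster, with 22 WT cells. With the KO clusters weighted as in the WT library, the median was 0.083, at percentile 97.3 of random lists. This was just inside their range of -0.11 to 0.085. The KO cells of the cluster led by *Mfap4* may differ by genotype, by sex or by library, which was not tested.

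The genes that Table S8 gives as common to melanoblasts and glial cells were read in other classes, with the sign of the table. A difference that all cells of the libraries share is argued against as the whole cause, because the median log2 ratio was -0.091 (-0.21 to -0.02) in mesenchymal-like cells, against 0.16 (0.13 to 0.22) in melanoblast-like and 0.26 (0.20 to 0.29) in glial-like cells. It was 0.06 (-0.06 to 0.11) in macrophage-like, -0.28 in mast cell-like and 0.04 in keratinocyte-like cells. An exception was the table's up genes in macrophage-like cells, with a median of 0.22 against -0.18 to 0.17 in random lists. The article chose these genes in part from these libraries.

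More KO than WT melanoblast-like cells had at least 10 UMIs of G2M genes, by 12.4 points. A difference in depth per cell is a candidate explanation, since after thinning to 2000 UMIs the difference was 0.901 points (-8.07 to 10.4). For cells with at least 1 UMI of these genes the difference after thinning was 3.29 points (-0.27 to 5.46), and depth and cycling cannot be told apart by that measure, because 99.1% of WT and 100% of KO cells had such a UMI before thinning.

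Among genes with at least 100 UMIs in a class, the largest log2 ratios in melanoblast-like cells were those of *Krt1*, *Krtdap*, *Hbb-bt*, *Hbb-bs* and *Hba-a1*, from 3.62 to 5.25, and the smallest those of *Xist*, *Tsix*, *Cpa3*, *Cma1* and *Ptprd*, from -10.00 to -2.18. In glial-like cells the largest were those of *Krtdap*, *Krt1*, *Hbb-bt*, *Hbb-bs* and *Hba-a2*, from 3.72 to 5.13, and the smallest those of *Xist*, *Tsix*, *Cma1*, *Grb14* and *P4ha2*, from -8.72 to -1.26. In mesenchymal-like cells the largest were those of *Hba-a2*, *Krt1*, *Lgals7*, *Sfrp4* and *Hbb-bs*, from 3.84 to 4.83, and the smallest those of *Xist*, *Tsix*, *Dkk1*, *Lmcd1* and *Gm14964*, from -9.52 to -1.48. *Sfrp4* was among the leading genes of the cluster led by *Mfap4*. *Pou3f1* in glial-like cells had a log2 ratio of 1.11 (0.90 to 1.32), and the glial-like cluster that it led held 34 WT and 60 KO cells. In melanoblast-like cells the log2 ratios of *Kit*, *Mitf* and *Tyr* were 0.17 (-0.04 to 0.38), 0.10 (-0.16 to 0.36) and 0.05 (-0.18 to 0.27). The Cre transcript had 3 WT and 2 KO UMIs in melanoblast-like and 12 and 10 in glial-like cells. The Y-linked genes *Ddx3y*, *Kdm5d* and *Uty* had 41, 8 and 13 UMIs in KO melanoblast-like cells and 0 in WT.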
